# seekCRIT: Detecting and characterizing differentially expressed circular RNAs using high-throughput sequencing data

**DOI:** 10.1371/journal.pcbi.1008338

**Published:** 2020-10-20

**Authors:** Mohamed Chaabane, Kalina Andreeva, Jae Yeon Hwang, Tae Lim Kook, Juw Won Park, Nigel G. F. Cooper

## Abstract

Over the past two decades, researchers have discovered a special form of alternative splicing that produces a circular form of RNA. Although these circular RNAs (circRNAs) have garnered considerable attention in the scientific community for their biogenesis and functions, the focus of current studies has been on the tissue-specific circRNAs that exist only in one tissue but not in other tissues or on the disease-specific circRNAs that exist in certain disease conditions, such as cancer, but not under normal conditions. This approach was conducted in the relative absence of methods that analyze a group of common circRNAs that exist in both conditions, but are more abundant in one condition relative to another (differentially expressed). Studies of differentially expressed circRNAs (DECs) between two conditions would serve as a significant first step in filling this void. Here, we introduce a novel computational tool, seekCRIT (seek for differentially expressed CircRNAs In Transcriptome), that identifies the DECs between two conditions from high-throughput sequencing data. Using rat retina RNA-seq data from ischemic and normal conditions, we show that over 74% of identifiable circRNAs are expressed in both conditions and over 40 circRNAs are differentially expressed between two conditions. We also obtain a high qPCR validation rate of 90% for DECs with a FDR of < 5%. Our results demonstrate that seekCRIT is a novel and efficient approach to detect DECs using rRNA depleted RNA-seq data. seekCRIT is freely downloadable at https://github.com/UofLBioinformatics/seekCRIT. The source code is licensed under the MIT License. seekCRIT is developed and tested on Linux CentOS-7.

## Author summary

The focus of circRNA studies has been on condition-specific circRNAs, however, there are situations in which circRNAs exist in both conditions with different abundance. Here, we introduce a new and robust analytic software, seekCRIT (seek for differentially expressed CircRNAs In Transcriptome), that identifies the differentially expressed circRNAs (DECs) between two conditions from high-throughput sequencing data. seekCRIT provides a straightforward normalized quantification of circRNAs and statistical measures by adapting a junction-count-based estimation approach. Using publicly available ribosomal RNA depleted RNA-seq data and our own rat retina RNA-seq data, we show that seekCRIT can efficiently detect circRNAs and identify DECs. We also obtain a high qPCR validation rate of 90% for DECs with a FDR of < 5%. Our results demonstrate that seekCRIT is a novel and efficient software to detect DECs using rRNA depleted RNA-seq data.

This is a *PLOS Computational Biology* Software paper.

## Introduction

Alternative splicing (AS) refers to the production of multiple mRNA isoforms from a single gene due to alternative selection of exons or splice sites during pre-mRNA splicing. It is a primary mechanism of gene regulation in higher eukaryotes and significantly expands the functional complexity of eukaryotic organisms [1]. While canonical alternative splicing produces a linear form of RNA by joining an upstream donor site (5’ splice site) with a downstream acceptor site (3’ splice site) within a single intron, a special form of alternative splicing (back-splicing) produces a circular form of RNA by ligating a downstream donor site of the flanking downstream intron with an upstream acceptor site of a second upstream intron (Fig 1) [2].

**Fig 1:**
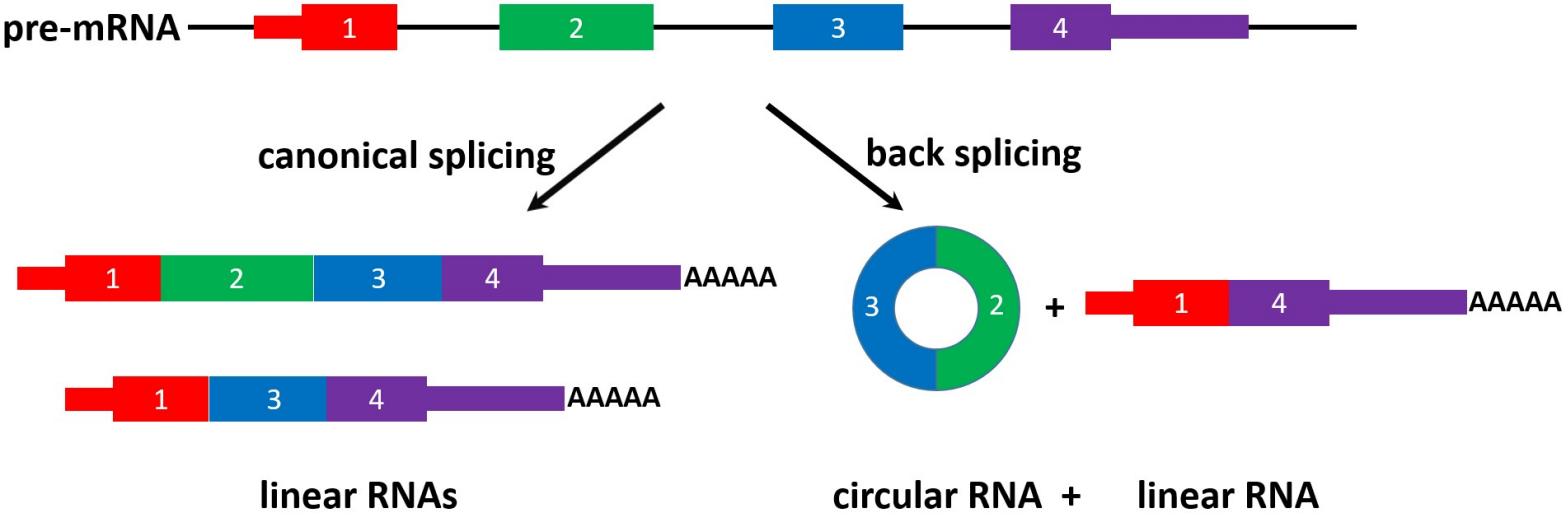
Illustration of linear RNA and circRNA formation.

Although these circRNAs have garnered considerable attention in the scientific community due to their major role as a microRNA (miRNA) activity modulator [3,4] and their association with various diseases including cancer [5–10], the focus of these studies has been on condition-specific circRNAs where the circRNAs are present in one condition and entirely absent in the other. For example, the circRNAs may exist only in one tissue but not in other tissues (tissue-specific) or exist in certain disease conditions, such as cancer, but not under normal conditions (disease-specific). In addition to these condition-specific circRNAs, there are situations in which circRNAs exist in both conditions (common circRNA) but are more abundant in one condition than the other condition (differentially expressed). These common, differentially expressed circRNAs (DECs) are expected to play an important role in the mRNA regulatory network by proportionally binding to miRNAs according to its abundance. Moreover, the distinction between condition-specific and common circRNAs may partly disappear as detection sensitivity increases due to the utilization of higher RNA-seq read depths and other sensitivity-enhancement approaches. In our experience, over 75% of the detected circRNA is common in both. Consequently, the development of a computational tool for identifying and characterizing DECs from both condition-specific circRNAs and common circRNAs is critical to helping researchers understand the role of circRNAs in regulation associated with various diseases.

Several computational tools for identification of circRNAs from sequencing data have been developed, including MapSplice[11], DCC [12], NCLscan [13], CIRI [14], find_circ [15], UROBORUS[16], KNIFE [17], circRNA_finder [18], CIRCexplorer [19], and CIRCexplorer2 [20]. These tools examine chimeric reads (i.e., reads that map to two distinct portions of the genome) to identify circular junction reads that span a back-spliced junction. Although these tools have been widely used in many studies for the identification of circRNAs[15,21–28], and list over half a million circRNAs in online databases [29–32], these tools only address the circRNA detection issue. Also, current computational approaches for the quantification of circRNAs, whether based on the number of circular junction reads that span the back splicing junctions [17,26] or on a model that considers isoforms and reads from a given isoform [33], have serious limitations for systematic detection of DECs because the current tools focus on quantifying the expression levels of circRNAs within the sample not across the samples. Other computational tools for differentially expressed gene (DEG) studies [34–37] have been developed to quantify gene expression and detect DEGs from RNA-seq. However, these tools are not applicable to DEC detection because they cannot account for the back-spliced junctions specific to circRNAs. Therefore, there is a need for new and robust analytic tools to systematically quantify circRNAs with respect to linear forms and identify DECs using RNA-seq data.

Here, we introduce seekCRIT (seek for differentially expressed CircRNAs In Transcriptome), a novel computational tool for the identification of DECs between two biological conditions using ribosomal RNA (rRNA) depleted RNA-seq data. seekCRIT has many distinct features over existing computational approaches. First, seekCRIT offers a simple automated platform for the detection of DECs between two biological conditions. seekCRIT can identify a set of DECs using RNA-seq data (fastq files) from each condition, genome (fasta), and transcriptome (gtf or refSeq). This simple input requirement allows researchers to identify DECs with no complicated steps. Second, seekCRIT can work with replicates. This feature is important because it has become customary to generate hundreds of millions of RNA-seq data with replicates due to a dramatic drop in high-throughput sequencing cost. Finally, and most importantly, seekCRIT provides a straightforward normalized quantification of circRNAs and statistical measures by adapting a junction-count-based estimation approach [38–41]. This approach naturally offers the normalized quantification because the circular junction and the linear junction have the same mappable lengths. To evaluate the performance of seekCRIT, we analyzed three sets of deep rRNA depleted RNA-seq data from rat brain, rat retina, and human umbilical vein. Based on the seekCRIT results from rat retina data, we randomly selected 15 circRNAs to cover a wide range of FDR values for qPCR validation. For circRNAs with a seekCRIT FDR of <5%, we obtained a high validation rate of 90%, demonstrating that seekCRIT can reliably detect DECs.

## Design and implementation

### Overview of seekCRIT

seekCRIT is implemented as an automated pipeline for the identification of DECs between two biological conditions. Fig 2 illustrates the overall workflow of seekCRIT. seekCRIT requires the following inputs:

- *High-throughput sequencing data (fastq)*: seekCRIT pipeline begins with raw RNA-seq data from the rRNA depleted library preparation.
- *Genome sequence (fasta)*: To facilitate the use of seekCRIT, genomic sequences for various species are provided.
- *Transcriptome annotation*: This annotation file has all information for genes, transcripts, exons, and introns for the given species. Back-splicing and canonical linear splicing are determined based on this annotation. The annotation file should be in the commonly used GTF (Gene Transfer Format) format or refSeq format. Both GTF files and refSeq files for various species are provided.
- Optional parameters to specify minimum number of circular junction count (CJC) for high-confidence circRNAs and to specify the number of threads to use for faster running time: To increase the sensitivity of circRNA detection, we allow users to require a minimum number of CJC. Users can also specify the number of threads they want to use for an improved running time.

**Fig 2:**
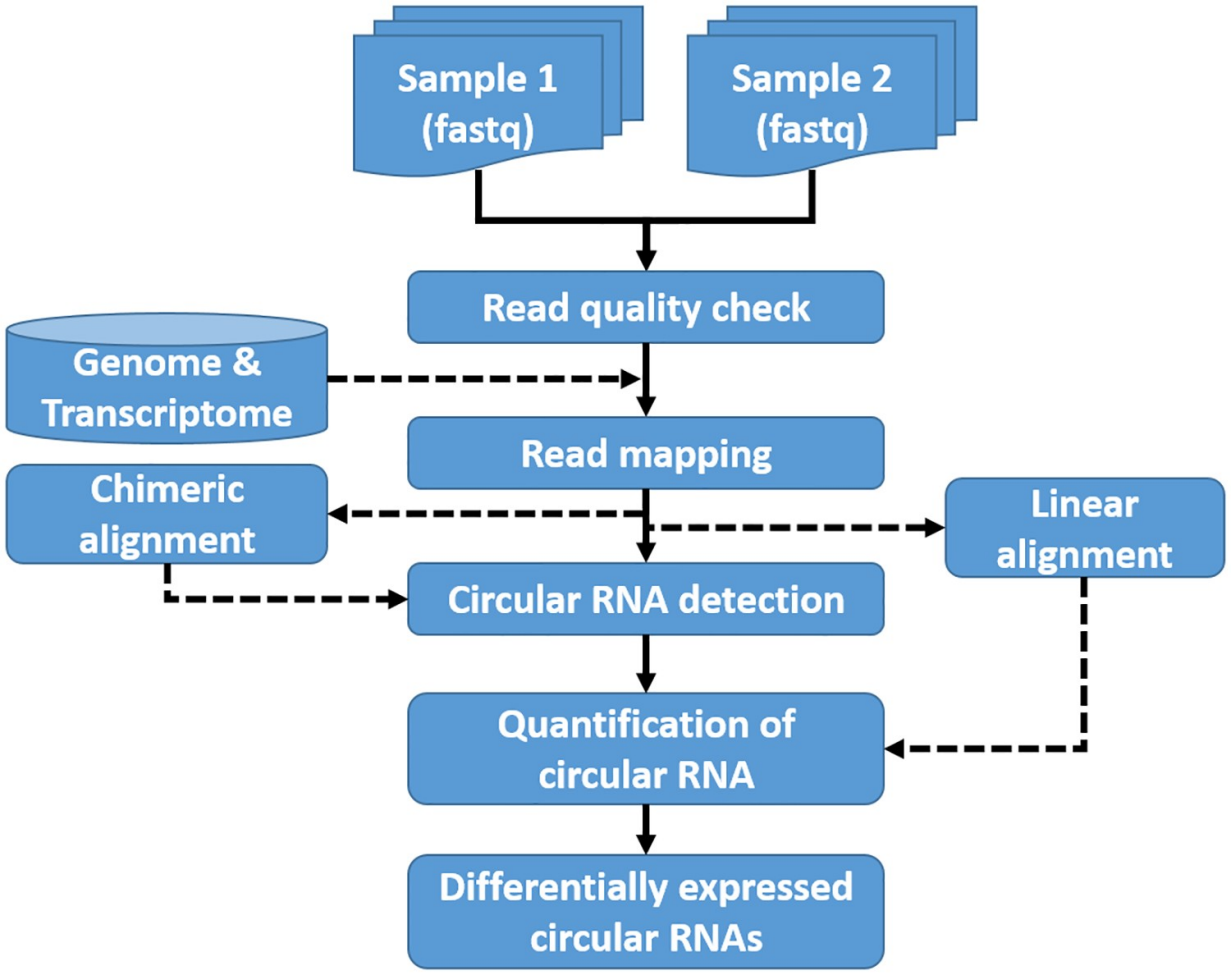
Overall workflow of seekCRIT. seekCRIT takes raw sequence files in fastq format to detect differentially expressed circRNAs.

Given proper inputs, seekCRIT performs a series of automated processes to uncover the DECs. In short, it enables users to check the quality of raw sequences, map reads to genome and transcriptome, find chimeric and linear alignments, detect circRNAs, estimate expression levels per circRNA per sample, compute statistical measures (p-value and FDR) per circRNA, and identify DECs at a user defined FDR cut-off, typically 5%.

### Estimating circRNA expression levels or Percent-Backspliced-In (PBI)

$${PBI}_{sample}=\frac{{CJC}_{sample}}{\left({CJC}_{sample}+\frac{{LJC}_{sample}}{2}\right)}$$ (1)

Eq 1 PBI calculation.

Similar to the exon inclusion level (PSI or ψ) estimate for alternatively spliced cassette exons [38–41], we define the expression level (Percent-Backspliced-In, or PBI) of a circRNA as the percentage of circRNA transcripts among all such circRNA transcripts plus linear transcripts that splice from its upstream flanking exon directly into its first exon or from its last exon directly into its downstream flanking exon. In an RNA-seq study, for circRNA in a given sample we count the number of RNA-seq reads uniquely mapped to its circular, upstream junction, or downstream junctions (Fig 3). The upstream junction count (UJC in Fig 3) and the downstream junction count (DJC in Fig 3) reflect the abundance of the linear RNA isoform, while the circular junction count (CJC in Fig 3) reflects the abundance of the circRNA isoform. Let *CJC* and *LJC* (Linear Junction Count) represent the counts of circRNA and linear RNA isoforms respectively. Assuming that the read counts follow a binomial distribution, the maximum likelihood estimate (MLE) of the expression level (PBI) of a circRNA in a given sample can be calculated as Eq 1.

**Fig 3:**
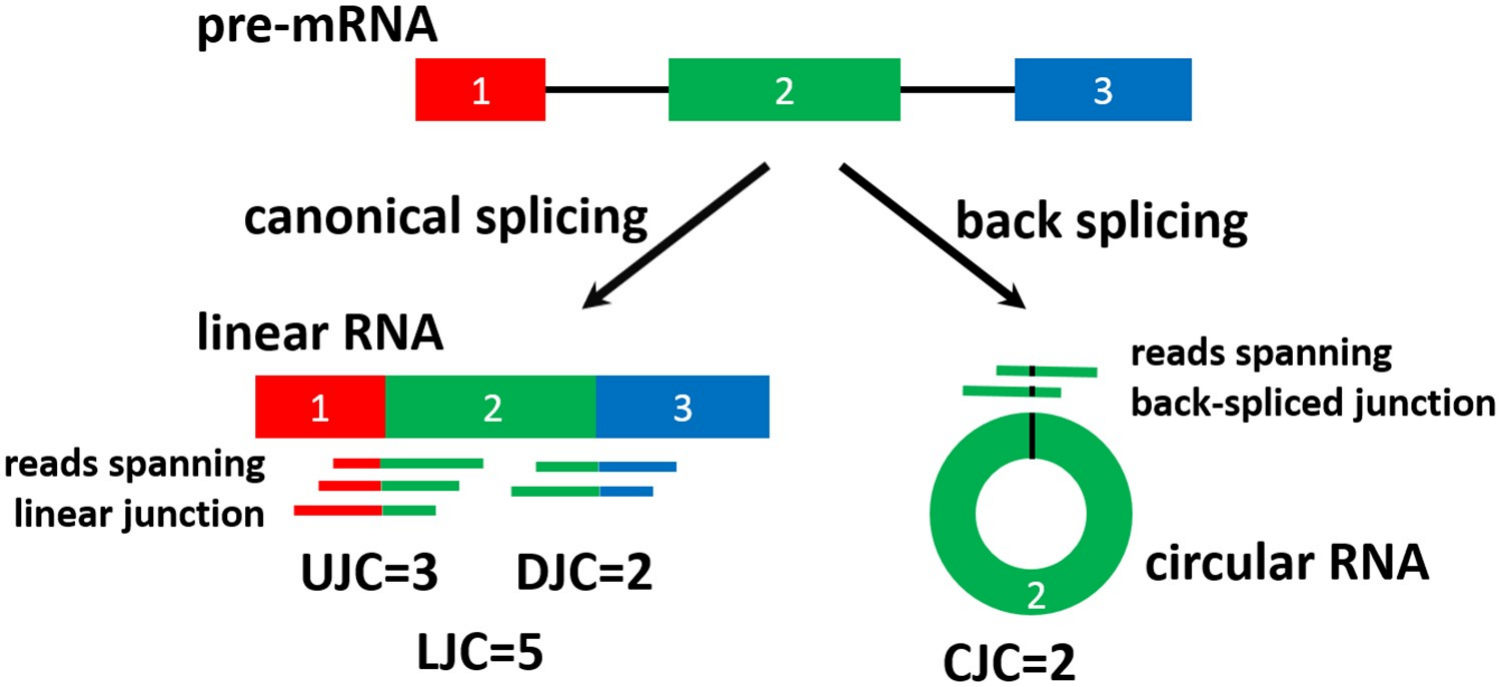
Different types of junction counts. UJC: upstream junction count, DJC: downstream junction count, LJC: linear junction count (UJC+DJC), CJC: circular junction count.

### circRNA detection in each sample

In the circRNA detection process, seekCRIT first maps reads to genome and transcriptome using the STAR aligner [42]. Since the key idea of circRNA detection is to detect reads that span back-spliced junction, seekCRIT examines chimeric alignments (possibly from gene fusion events or circularization) to detect circular RNAs following the algorithm described in [43]. The algorithm examines all chimeric alignments and unmapped reads to find cases where a read has two segments and these segments aligned separately within a gene but in reverse order. For example, the first 30bp of a 100bp read map to the 3’ end of an exon, while the remaining 70bp map to the 5’ end of an exon. To ensure the circRNA detection from seekCRIT is equivalent or comparable to other tools, we detected circRNAs from somata layers of CA1 hippocampal region using CIRI2, CIRCExplorer2, find_circ, and seekCRIT. As shown in Fig B in S1 Text, majority of detected circRNAs overlap among the tools.

### Upstream junction count (UJC) and downstream junction count (DJC)

UJC and DJC are required to compute PBI. seekCRIT examines mapped reads in the bam files to detect upstream junction count and downstream junction count associated with the detected circular RNAs. For each circular RNA, seekCRIT examines the bam file and compiles number of reads that span upstream junction (for UJC) and downstream junction (for DJC) of the given circular RNA.

### p-value, FDR, and DECs

seekCRIT uses Fisher’s exact test to calculate the p-value. For each circRNA, the CJC and LJC for each sample are computed from chimeric alignments and linear alignments, respectively. From these values, seekCRIT constructs the 2x2 table (Table 1) to compute the Fisher’s exact test p-value per circRNA. After obtaining the p-values of all circRNAs, the Benjamini–Hochberg method [44] is applied to obtain the corrected p-value or false discovery rate (FDR).

**Table 1:** 2x2 table used for Fisher’s exact test.

2*CJC_sample_1_	LJC_sample_1_
2*CJC_sample_2_	LJC_sample_2_

To detect DECs between two samples, for each circRNA, we define PBI_1_ and PBI_2_ as its expression levels in sample 1 and sample 2, respectively. We then define the circRNA expression level difference, deltaPBI (or ΔPBI), as PBI_1_—PBI_2_. seekCRIT then examines all circRNAs and identifies DECs that meet |ΔPBI| ≥ 5% and FDR < 5%.

### RNA-seq data sets

To demonstrate the applicability of seekCRIT, we analyzed three rRNA depleted RNA-seq datasets (Fig 4): two public datasets from the NCBI Gene Expression Omnibus (GEO) and one in-house data set. First, to demonstrate that seekCRIT can work with/without replicates, we analyzed a couple of NCBI GEO datasets. One of the GEO datasets is from rat brain tissues (somata and neuropil layers of CA1 hippocampal region, no replicates, GSE61991). This 151 bp single-end dataset was generated from the HiSeq 2500. Somata sample (SRR1772434) has 38.9 million reads and neuropil sample (SRR1772433) has 39.7 million reads. This dataset was selected because circRNA is known to be highly abundant in neural tissues [45]. The other GEO data is from human umbilical vein endothelial cells (12 hour normal and hypoxia conditions, two replicates, GSE107029). This paired-end dataset (94 bp in read 1, 100 bp in read 2) was generated from the HiSeq 2500 as well. Since it is not common to have different read length for read 1 and read 2, we examined GEO’s metadata, fastq-dump commands used for downloading, and raw fastq files generated from SRA to confirm that read 1 and read 2 indeed have different read lengths. Normaxia samples (SRR6300671 and SRR6300672) have 42.5 million pairs on average and hypoxia sample (SRR6300667 and SRR6300668) have 41.5 million pairs on average. Each sample has two replicates and it was confirmed that circRNAs are abundant in endothelial cells [46]. Next, rRNA depleted RNA-seq is generated from rat retina for the validation of DECs identified from seekCRIT. We used two retinas extracted from Long-Evans rats subjected to ischemia-reperfusion (IR) injury as previously described [47–49]. In this study we sequenced two retinal samples: a sample subjected to IR injury and collected 12 hours after the reperfusion (IR12) and a control sample (CTRL) subjected to a sham-procedure. The resulting RNA-seq dataset consisted of 206.7 million single-end reads, including 113.9 million reads for the rRNA depleted IR12h sample, and 92.8 million reads for the rRNA depleted control sample. Due to the low read qualities near 3’ end of our RNA-seq reads, we decided to use the first 100 bp of each read in this study. The RNA-seq data has been deposited into the GEO under the accession number GSE114896.

**Fig 4:**
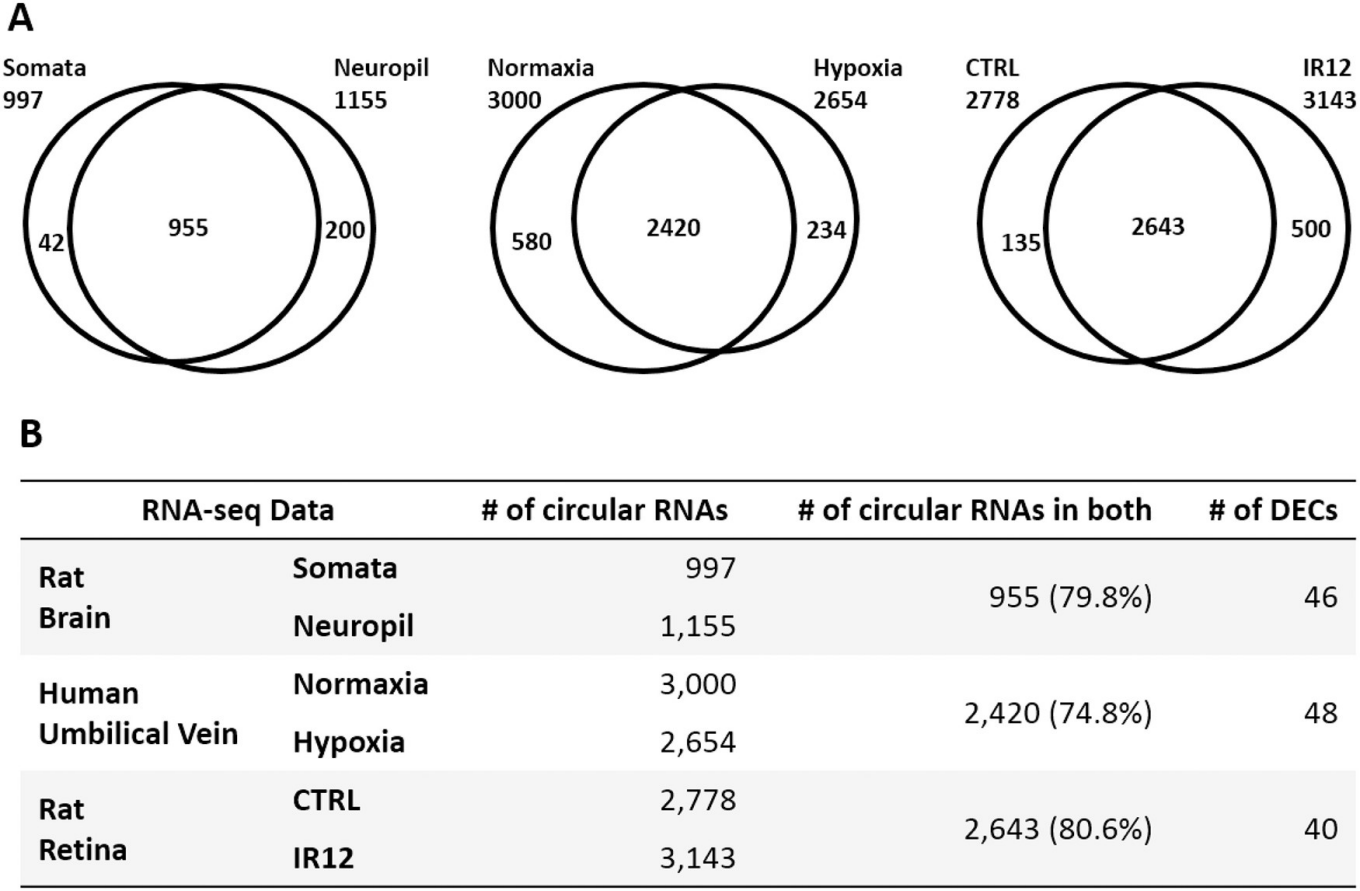
Composition of circRNAs. All three datasets showed that majority of circRNAs are expressed in both biological samples compared. DECs meet both |ΔPBI| > 5% and FDR < 5%.

### Validation of identified DECs via qPCR

To assess the overall accuracy of our PBI estimates and DECs detection, we randomly selected 15 circRNAs covering three categories; five from upregulated: ΔPBI < -5%, five from downregulated: ΔPBI > 5%, and five from unchanged: |ΔPBI| < 5%. 10 circRNAs in upregulated and downregulated categories meet FDR < 5% as well.

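The 5 upregulated circRNAs come from *Rims2*, *Fat3*, *Camsap1*, *Gucy2f* and *Atxn1*, and the FPKM of each of these genes was lower in IR12 as deposited, with log2 ratios between -0.87 and -0.27, although *Rims2* and *Camsap1* were higher on the TPM scale (0.23 and 0.37). *Gucy2f* had the highest FPKM of the 5, with 266 in CTRL and 145 in IR12. *Atxn1* had 28.7 in CTRL and 18.0 in IR12, although its circRNA (chromosome 17, 19160994 to 19321551 on rn6) starts before the locus that the FPKM table lists for the gene. The 5 downregulated circRNAs come from *Smad4*, *Suclg2*, *Strn3*, *Bbs5* and *Riok1*, and the FPKM of each was higher in IR12, with log2 ratios between 0.04 and 0.44. *Smad4* changed least, with an FPKM of 105 in CTRL and 108 in IR12, while the LJC of its circRNA of exons 1 to 4 (chromosome 18, 69647502 to 69657373, minus strand) was 40 in CTRL and 237 in IR12. Among the 10 circRNAs, Fisher's exact p ranged from 1.9e-12 for *Camsap1* to 5.7e-05 for *Strn3*. *Strn3* and *Fat3*, with a Fisher's exact p of 2.6e-05, were the 2 above the Bonferroni limit for all detected circRNAs. Of the host genes of the 5 unchanged circRNAs, 4 also had a lower FPKM in IR12 as deposited. The log2 ratios of these 5 genes lay between -0.54 and 0.13, a range that overlaps that of the 5 upregulated circRNAs.

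**Figure D1:**
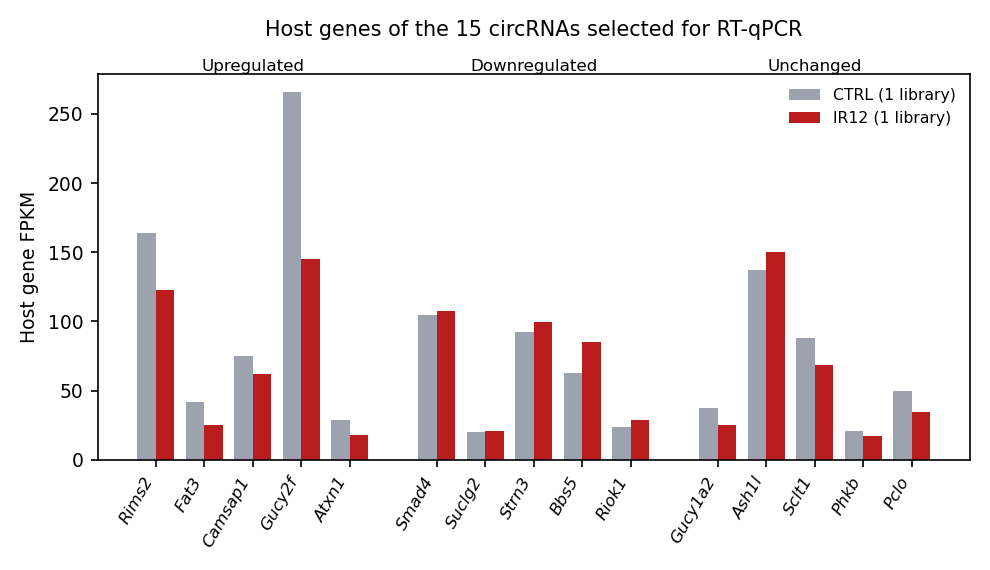
FPKM of the host genes of the 15 selected circRNAs in the CTRL library (grey bars) and the IR12 library (red bars), by category, with 1 library per condition and no error bars. The 5 upregulated circRNAs have host genes with lower bars in IR12, of which *Rims2* and *Camsap1* would be higher on the TPM scale, and the 5 downregulated circRNAs have host genes with higher bars in IR12. Of the 5 unchanged circRNAs, 4 also have host genes with lower bars in IR12.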

### Simulation study

To systematically assess the accuracy of seekCRIT and its statistical measure, we generated simulated data and used gold-standard DEC set obtained from the simulated data to calculate the true positive rate (i.e., sensitivity) of seekCRIT under various read lengths and read depths. Our gold-standard DEC set has 1055 DECs and it allowed us to investigate factors that could influence the sensitivity of seekCRIT. To assess the importance of sequencing depth and read length on detection of DEC, we randomly generated RNA-Seq data from human (hg38) and estimated the sensitivity under various levels of sequencing depth and read length. Each simulated RNA-seq consists of 5% of reads from circular RNA, 91.5% of reads from linear mRNA, 2% of reads from intron, 1% of reads from intergenic region, and 0.5% of reads from sequencing error. We performed 10 independent random samplings at each sequencing depth (from 10 million to 120 million reads) and at each read length (from 50 bp to 150 bp). As expected, we observed low sensitivity at lower levels of sequencing depth, especially when the number of reads per sample was below 40M, and at lower levels of read length (Fig F in S1 Text). Our simulation study suggests that running seekCRIT with 20-40M reads per sample are barely scratching the surface of circular RNA variations. Our simulation study also provides that seekCRIT and its statistical model perform well with over 50M reads per sample and with read length > 75 bp.

### Ethics statement

Long Evan’s female rats (weighing 250–300 g) were used in this study. The animals were housed on a 12-hour light-dark cycle with food and water ad libitum. The treatment and care of all animals were approved by the University of Louisville Institutional Animal Care and Use Committee (IACUC 12062) and were performed in accordance with the Association for Research in Vision and Ophthalmology Statement for the Use and Care of Animals in Ophthalmic and Vision Research.

## Results

### High abundance of common circRNAs

We examined three RNA-seq datasets and found that majority (at least 74% in our datasets) of the detected circRNAs are commonly expressed in both biological samples (Fig 4). Thus, it strongly supports the critical need for a computational tool to examine and detect DECs between two biological samples using high-throughput sequencing data.

### seekCRIT analysis of publicly available rRNA depleted RNA-seq data

To show that seekCRIT can work with/without replicates, two publicly available datasets from the tissues that were known to have high abundance of circRNAs were obtained from the NCBI GEO. The first data set contains somata and neuropil samples from rat brain. Both samples have about 40 million 151bp single-end reads which are deep enough to conduct splicing studies for highly or moderately expressed genes in eukaryotes [50–52]. For each of 1,197 circRNAs identified with more than or equal to 3 circular junction reads in at least one sample, the ratio of circular form to the sum of circular and linear forms (PBI) is computed as described in Eq 1 for each sample. In addition to the PBI calculation, a 2x2 table (see Table 1) is used to compute the Fisher’s exact p-value and Benjamini-Hochberg FDR per circRNA. At FDR 5%, seekCRIT identified 46 DECs that showed at least 5% differential expression between somata and neuropil, or |ΔPBI|>5% (see **Table in** S1 Table). An example of DEC in *Cpd* is shown in Fig 5. All of the 46 DECs identified from seekCRIT are highly expressed circRNAs as they have at least 5 back-spliced junction reads (i.e., CJC> = 5) similar to Yang’s previous study [19]. Since circRNAs are found to be more enriched in neuropil than in somata [45], it was encouraging to see that all 46 DECs have a higher expression level in the neuropil than in the somata.

**Fig 5:**
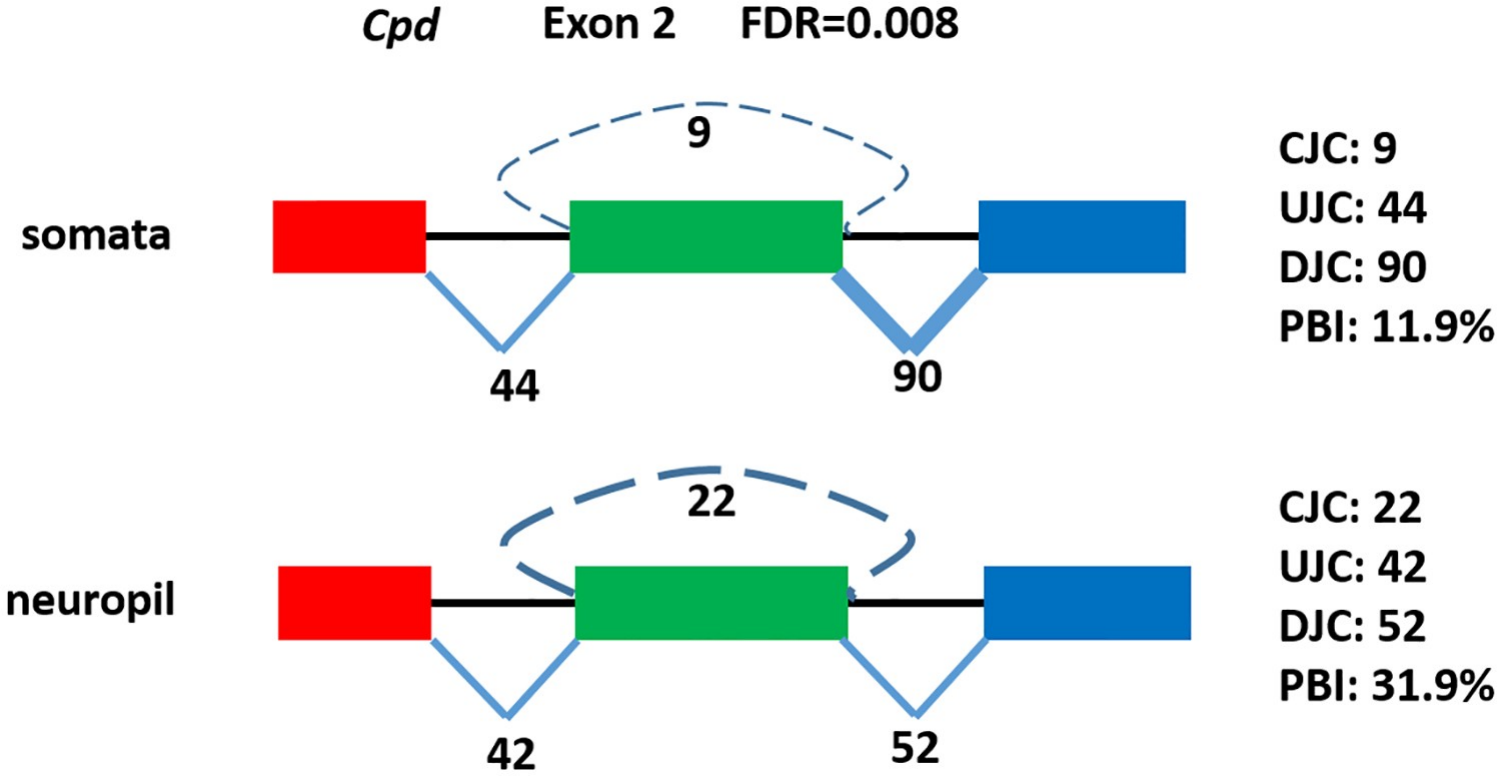
An example of differentially expressed circRNA (green exon). Its ratio of circRNA to linear RNA (PBI) is higher in neuropil sample than in somata sample.

A second publicly available dataset contains human umbilical vein samples under a normal oxygen level (20%, normaxia) and a low oxygen level (0.2%, hypoxia). Each sample has two replicates with ~42 million paired-end reads (94 bp read 1, 100 bp read 2) per replicate. seekCRIT detected over 3,000 circRNAs and for each circRNA, seekCRIT computed PBI per sample by combining the junction counts from each replicate. At FDR 5% and |ΔPBI|>5%, seekCRIT identified 48 DECs (see **Table in** S1 Table), and of these, 46 are highly expressed circRNAs (at least one sample has 5 or more CJC).

### seekCRIT analysis of rat retina data

To evaluate the overall accuracy of seekCRIT, we used seekCRIT to detect DECs using our rRNA depleted RNA-seq data generated from rat retina samples. Our RNA-seq data contains a control sample (CTRL) and an ischemic injury sample collected 12 hours after the injury (IR12). 

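The retina data hold 2 RNA-seq libraries, 1 from a sham-operated retina (CTRL) and 1 from a retina collected 12 hours after reperfusion (IR12), so differences between them carry no replicate error. S1 Text names a stranded total RNA kit and the description of the deposited series a stranded mRNA kit, both with rRNA removal. Total RNA was assumed, as in S1 Text, which keeps RNAs without a poly(A) tail, such as circRNAs, in the library. For both libraries the authors deposited gene expression as FPKM, a measure scaled to transcript length and mapped reads, for 32662 rat genes with Ensembl identifiers, and the paper's text does not name the tool that made these values. The listed loci lie on rn6, and overlapping genes can share 1 listed locus while each has its own value. FPKM gives no read counts, but the lowest values moved in steps of single reads. At 25 locus lengths shared by several genes the lowest repeated FPKM could be compared between the libraries. The value in CTRL was 1.71 times the value in IR12 at 17 of these lengths, and the ratio was a whole multiple or fraction of 1.71 at all 25. At the shortest of these lengths, 1 read was worth 21.3 FPKM in CTRL and 12.5 FPKM in IR12. If FPKM was scaled to mapped reads alone, the values of IR12 rest on 1.71 times as many reads as those of CTRL, while the reads stated by the paper differ by 1.23 times. Of the 32662 genes, 13562 are listed at 0 in both libraries. These include all 37 mitochondrial genes, so a listed 0 does not show that a gene is silent. FPKM was at least 1 in at least 1 library for 13599 genes. Changes were computed as log2 ratios of (FPKM + 1), IR12 over CTRL, with FPKM as deposited, a scale that understates the change of low genes. The median log2 ratio was 0.03 over the 12243 genes with FPKM of at least 1 in both libraries. On this scale 892 genes were at least 2-fold higher in IR12 and 832 were at least 2-fold lower, counts that have no replicate check. With the FPKM of both libraries rescaled to the same sum (TPM scale), which raises all genes of IR12 by 0.65 on the log2 scale before the pseudocount, the counts were 2828 and 436. Gapdh, the reference gene of the RT-qPCR, had an FPKM of 716 in CTRL and 690.1 in IR12.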

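For each retina DEC, S1 Table gives the circular junction count (CJC) and the linear junction count (LJC) in both libraries, from which PBI and the Fisher's exact p-value were computed again. PBI was lower in IR12 for 24 DECs, with ΔPBI (CTRL minus IR12) between 5.26 and 38.1 percentage points and a median of 16.8. PBI was higher in IR12 for 16 DECs, with ΔPBI between -31.1 and -5.25 percentage points and a median of -13.6. Two-sided Fisher's exact tests on 2*CJC and LJC, which compare the 2 libraries and not the 2 conditions, gave p-values between 2.8e-49 and 9.2e-05. Of the 40 circRNAs, 28 had a p-value under 1.5e-05, the Bonferroni limit for 3278 circRNAs. With CJC entered once in place of 2*CJC, 7 circRNAs were under this limit. The smallest p-value belonged to the circRNA of exons 13 to 18 of *Agtpbp1* (rn6, chromosome 17, 5555491 to 5571375, plus strand). Its CJC was 100 in CTRL and 150 in IR12, and its LJC was 517 in CTRL and 3823 in IR12. Its PBI was 27.9% in CTRL (95% CI 23.8 to 32.4) and 7.28% in IR12 (95% CI 6.25 to 8.46). These intervals are Wilson intervals of the circular share of junction reads turned into PBI, and they cover counting error only. The largest ΔPBI belonged to exons 3 to 4 of *Dhx33* (chromosome 10, 57634023 to 57634588, minus strand), with a CJC of 9 in CTRL and 5 in IR12. Its PBI was 50.0% in CTRL (95% CI 31.4 to 68.6) and 11.9% in IR12 (95% CI 5.32 to 24.5). In 14 of the 40 DECs the library with fewer circular reads had a CJC under 5.

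The 40 DECs come from 37 host genes, 3 of them from *Gucy2f* and 2 from *Agtpbp1*, and all 37 genes are in the FPKM table. The circRNA lies wholly inside the listed locus of its host gene for 37 of the 40 DECs. Of the 23 host genes of DECs with lower PBI in IR12, 19 had a higher FPKM in IR12. Their median log2 ratio was 0.27, at the 97.7th percentile of 10000 random gene lists of the same size matched on mean expression. All 14 host genes of DECs with higher PBI had a lower FPKM in IR12 as deposited, although 64.3% of them were higher on the TPM scale. Their median log2 ratio was -0.45 at percentile 0.14. Rescaling FPKM to the same sum in both libraries moved these medians to 0.89 and 0.18, at percentiles 97.2 and 0.14. LJC, scaled to the library reads that the paper states, had a median log2 ratio of 1.27 over the DECs with lower PBI and -0.33 over those with higher PBI. CJC scaled in the same way had medians of -0.54 and 1.93. Across the 37 host genes, which are not independent replicates, the log2 ratios of FPKM and of LJC had a Pearson's r of 0.888 and a Spearman's rho of 0.908. Junction reads are also part of the reads behind FPKM. From the difference in PBI and the FDR of these junction counts, the paper calls the circRNAs differentially expressed between CTRL and IR12.

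**Figure D2:**
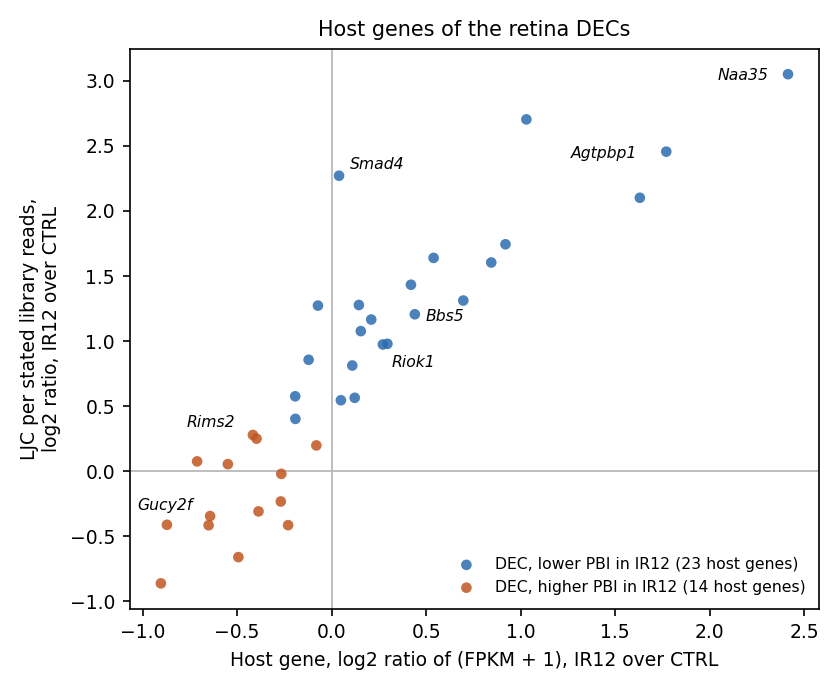
Log2 ratio (IR12 over CTRL) of (FPKM + 1) of each host gene against that of its LJC per stated library reads, with 1 library per condition. Each point is 1 of the 37 host genes, shown with the first of its DECs in S1 Table, and all 14 host genes of DECs with higher PBI in IR12 lie left of 0, where 64.3% of them would lie right of 0 on the TPM scale.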

Each sample has ~100 million 150 bp single-end reads and we truncated the last 50 bps due to their low read quality. seekCRIT detected 3,278 circRNAs and 40 of these were DECs at FDR 5% and |ΔPBI|>5% (see **Table in** S1 Table).

### RT-qPCR validation of seekCRIT results

Validation of deregulated circRNAs RT-qPCR assay was performed to test the computational predictions of altered circRNA species in response to the retinal ischemic insult. The relative accumulation of 15 putative DECs with different size and abundance was experimentally validated. Fold changes were calculated to determine the level of expression of the circular junctions and their surrounding exon-exon linear junctions. The fold changes were then used to compute and compare the usage of the circRNA junctions in injured and sham control retinas 12h after ischemia-reperfusion injury (see **validation data in** S1 Text for more details). In 9 out of 10 validated cases (90% validation rate, 5 upregulated and 5 downregulated in IR12) PBIs calculated by seekCRIT detected the same directional change as the one determined by the RT-qPCR (**Table B in** S1 Text). Pearson’s correlation between the trends determined by seekCRIT and RT-qPCR indicated agreement (*r* = 0.71) (see **Fig C in** S1 Text).

## Discussion

All three datasets showed that a majority of the detected circRNAs exist in both biological conditions. It clearly indicates that the development of a computational tool for identifying DECs from both condition-specific circRNAs and common circRNAs will increase the number of identifiable DECs significantly. In turn, it will have a substantial impact on helping researchers understand the role circRNAs play in regulation.

Our RT-qPCR validation showed 90% validation rate for the DECs tested and it also showed high correlation between the seekCRIT PBI estimate and the RT-qPCR PBI estimate. It supports that seekCRIT can reliably detect DECs from RNA-seq data. We also noticed that two of the 5 control circRNAs (for which seekCRIT detected no change) showed more than 5% changes in the RT-qPCR results. 

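The host genes of the 5 circRNAs in the unchanged category are *Gucy1a2*, *Ash1l*, *Sclt1*, *Phkb* and *Pclo*. Their FPKM in CTRL was 37.6, 137, 88.1, 21.2 and 50.0, in this order, and in IR12 it was 25.6, 150, 68.9, 17.2 and 34.3. The lowest value in CTRL, that of *Phkb*, lay at the 61.8th percentile of the genes with FPKM of at least 1 in that library. The median FPKM of the 5 genes in CTRL was 50.0, and that of the 37 host genes of the DECs was 57.6. The 5 circRNAs had a median CJC of 55 in CTRL and 77 in IR12, compared with 18.5 and 28.5 for the 40 DECs. circPclo had the fewest circular reads of the 5, with a CJC of 13 in CTRL and 18 in IR12. Its PBI was 23.6% in CTRL (95% CI 14.8 to 35.5) and 23.5% in IR12 (95% CI 15.8 to 33.5). The intervals of the other 4 circRNAs also overlapped between the libraries, which follows from the selection of these circRNAs on a small ΔPBI.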

We believe false negatives arise for circRNAs with low expression due to a systematic bias in RNA-seq. This bias has been addressed in other high-throughput sequencing studies as well [53].

Some previous research has found that one gene could generate multiple circular RNAs [20]. To verify that seekCRIT can detect such phenomenon we examined our results from rat brain tissue data (somata and neuropil layers of CA1 hippocampal region, no replicates, GSE61991) and found over 1000 cases. Two example cases from Galc (5 circular RNAs) and Ptbp2 (2 circular RNAs) genes are shown in **Fig E. in** S1 Text.

## Availability and future directions

seekCRIT is freely downloadable at https://github.com/UofLBioinformatics/seekCRIT. S1 File contains source code, documentation, instructions, and test data as well. The use of seekCRIT in DEC detection in the induced ischemic injury in rat retina along with the validation of identified DECs was illustrated here but seekCRIT can be applied to any rRNA depleted RNA-Seq data from two biological conditions. The regulatory roles of circRNA are important, but they are not well understood. In alternative splicing studies, it has been shown that RNA binding proteins (RBPs) play regulatory roles in alternative splicing, and several computational tools for RBP motif enrichment analysis have been developed [54]. Since circRNAs are produced from a special form of splicing, systematically generating RNA maps for examining the enrichment of RBP motifs and splicing factor motifs on or near circRNAs would have significant scientific value for better understanding the regulatory landscape.

## Supporting information

S1 Text Supplementary text, figures, and table. The details of the sequencing, RT-qPCR assay, validation results, seekCRIT output format, supplementary tables A, B, and supplementary figures A through F can be found here.
(DOCX) Click here for additional data file.

S1 Table Differentially expressed circular RNAs. Differentially expressed circular RNAs (DECs) detected from seekCRIT analyses on three datasets: Somata vs. Neuropil, Normaxia vs. Hypoxia, and CTRL vs. IR12.
(XLSX) Click here for additional data file.

S1 File seekCRIT package with test data. Source code, license, usage, and test data can be found here.
(ZIP) Click here for additional data file.

# Supplementary material for: seekCRIT: Detecting and characterizing differentially expressed circular RNAs using high-throughput sequencing data
**Source:** PLoS Comput Biol. 2020 Oct 20;16(10):e1008338. doi: 10.1371/journal.pcbi.1008338
**Supplement:** S1 Text — The details of the sequencing, RT-qPCR assay, validation results, seekCRIT output format, supplementary tables A, B, and supplementary figures A through F can be found here.

seekCRIT: detecting and characterizing differentially expressed circular RNAs using high-throughput sequencing data

Mohamed Chaabane^1¶&^, Kalina Andreeva^2¶^, Jae Yeon Hwang^1^, Tae Lim Kook^1^, Juw Won Park^1,3*^, Nigel G. F. Cooper^2,3*^

^¶^ These authors contributed equally to this work.

**RNA-Seq**

RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen). Sequencing libraries were prepared using the TrueSeq Stranded Total RNA LT Sample Prep Kit (Illumina) with Ribo-Zero Gold according to the manufacturer's instructions. 350ng of samples (in a volume of 10 μl) were treated with Ribo-Zero rRNA binding Buffer, rRNA removal Solution and RNase free water to the final volume of 20 μl and denatured for 5 minutes at 68⁰C. Then rRNA was removed by adding the probe hybridized RNA sample to the rRNA removal beads. The RNA quality and quantity were evaluated using Nanodrop 2000 (Thermo Scientific) and Bioanalyzer (Agilent 2100). The samples were sequenced on a NextSeq 550 System using 4 lines and single-end protocol to generate 150 bp reads.

**RT-qPCR assay**

RT-qPCR assays were performed in ABI PRISM 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA) employing SYBR green detection. 1μg RNA in 20µl reaction and random hexamer primers were used for the synthesis of cDNA, by application of High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems Foster City, CA) and following the manufacturer’s instructions. cDNA was diluted (1:13) and one microliter of the dilution was used in each reaction along with 10 μL SYBR Green PCR Master Mix (Cat# 4309155, Applied Biosystems, Foster City, CA), 1 μL from each of the forward and reverse exon-exon-specific custom designed primers (5μM each) and 7 μL deionized water in a final reaction volume of 20 μL. Each qPCR reaction was done in 3 technical replicates and all samples were run on a single 384 well plate. GAPDH was used as reference (internal control). The primers for the target and reference genes were generated by IDT (Coralville, IA, USA) and their sequences are listed in **Table A**. **Fig A** illustrates the positioning of the primers for amplification of the exon-exon linear and circular junctions. qPCR Ct values were calculated automatically using the manufacturer’s software (SDS v2.3 RevA, Applied Biosystems, Foster City, CA). Expression of targeted exon junctions was calculated with the ΔΔCTmethod (in which ΔCT = CT of the target gene junction – CT of GAPDH, and calibrator = mean ΔCT of all junctions of the target gene). For each exon-exon junction, the relative level of gene expression was then converted into fold-difference relative to the calibrator as 2−ΔΔCT as described by Livak and Schmittgen (58, 59).

**Rat retina data RT-qPCR validation results**

The result for one randomly chosen circRNA from each category (upregulated, downregulated and unchanged) is shown in **Fig D**. circRims2 was predicted and confirmed as upregulated in IR-injured retina compared to the sham control. 

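circRims2 joins exons 24 and 25 of *Rims2* (rn6, chromosome 7, 78520233 to 78574310, plus strand). Its LJC was 82 in the sham control and 122 in the IR sample, and its PBI was 29.3% (95% CI 19.8 to 41.0) and 60.4% (95% CI 53.8 to 66.6), so the intervals do not overlap. The number of circular reads was 5.47 times as high in the IR sample. It was 4.46 times as high per read stated by the paper, and 3.20 times as high with the ratio of 1.71 read from the FPKM steps, which was chosen after seeing the data. LJC was 1.21 times its level in the sham control on the first of these scales and 0.871 times on the second, so its direction depends on the scale. The FPKM of *Rims2* was 164 in the sham control and 123 in the IR sample, with 1 library of each.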

Its upregulation is supported by the higher number of reads in the IR-sample (93 reads) when compared to the number of reads in the sham control (17 reads). Similarly, higher fold change of circRims2 expression was detected in the IR12-sample (0.34) than in the CTRL (0.23). These values, however, are not very informative unless they are compared to the abundance of the surrounding linear junctions. A good example for demonstrating this point is the circRNA Bbs5 that is downregulated in response to the ischemic insult. The number of reads for the circular back splice junctions of circBbs5 do not show a large change when comparing IR12 to CTRL (58 vs 60 reads, respectively). 

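circBbs5 spans exons 2 to 7 of *Bbs5* (rn6, chromosome 3, 55888291 to 55898385, plus strand). Its LJC was 136 in CTRL and 385 in IR12, and its PBI was 46.9% in CTRL (95% CI 39.5 to 54.4) and 23.2% in IR12 (95% CI 18.6 to 28.4). A two-sided Fisher's exact test on 2*CJC and LJC gave p = 6.4e-11 for these 2 libraries. Per read stated by the paper, CJC in IR12 was 0.788 times and LJC 2.31 times the level in CTRL. With the depth ratio of 1.71 from the FPKM steps, chosen after seeing the data, these were 0.566 and 1.66. The FPKM of *Bbs5* was 62.6 in CTRL and 85.3 in IR12, a log2 ratio of 0.44.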

In agreement with the numbers of reads, the difference in fold change in the expression of circBbs5 appears to be very low (0.66 in IR12 vs. 0.71 in CTRL). However, relative to the abundance of the linear junctions in both conditions (IR12 and CTRL), circBbs5 is downregulated in retinal ischemia by 8% based on the deltaPBI_RT-qPCR and 23% based on the deltaPBI_seekCRIT (**Fig D**).

The results described above indicate that the RT-qPCR and the NGS approaches have different levels of sensitivity/efficacy in estimating the abundance of different exon junctions within the same gene and in different genes. As a result of this difference, we performed a Pearson’s correlation which indicated agreement (r = 0.71) between the trends determined by seekCRIT and RT-qPCR (see **Fig C**). 

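The correlation was computed again from the ΔPBI that follows from CJC and LJC and from the RT-qPCR ΔPBI printed in Table B, which are the paper's values. Over the 10 DECs, which are circRNAs and not replicates, Pearson's r was 0.715 and Spearman's rho was 0.661. Leaving out each circRNA in turn gave Pearson's r between 0.649 and 0.786. Over all 15 circRNAs of Table B, r was 0.556. The 10 DECs were selected as 5 with ΔPBI under -5% and 5 with ΔPBI over 5%, so part of the pooled value comes from the difference between these categories. Within the 5 upregulated DECs r was -0.178, and within the 5 downregulated DECs it was 0.385. The size of the RT-qPCR ΔPBI was between 0.2% and 9.3% over the 10 DECs, and 4 of them were over 5%.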

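circRiok1 joins exons 6 to 8 of *Riok1* (rn6, chromosome 17, 27440591 to 27442626, minus strand). S1 Table and Table B both list its CJC as 10 in CTRL and 2 in IR12, and its LJC as 78 in CTRL and 188 in IR12. PBI was 20.4% in CTRL (95% CI 11.8 to 32.9) and 2.08% in IR12 (95% CI 0.577 to 7.24). Fisher's exact test gave p = 2.7e-07 with 2*CJC and p = 2.5e-04 with CJC entered once. The FPKM of *Riok1* was 24.0 in CTRL and 29.2 in IR12, a log2 ratio of 0.27.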

The failed validation was for circRNA circRiok, and we noted that this circRNA had the lowest number of circular junction reads (10 reads in the IR sample vs 2 reads in the sham control sample, see **Table B**). We are not certain that RT-qPCR based on SYBR chemistry is sensitive enough to detect a difference of 8 reads (or to detect the exact amount of fluorescence produced from 2 reads only). In addition, the 5 control circRNAs (for which seekCRIT detected no change) did not show clear directional change when comparing CTRL to IR12. One (*Sclt1*) of the 5 circRNAs was upregulated while two (*Gucy1a2* and *Phkb*) were downregulated. The other two (*Ash1l* and *Pclo*) did not change more than 5% (**Table B**). Based on these results, the RT-qPCR data confirm the validity of the tool, and together, these findings indicate that some circRNAs are implicated in the etiology of ischemia-reperfusion injury in the retina.

**seekCRIT output**

The output of seekCRIT contains 21 columns describing differentially expressed circular RNAs. It is an extension of bed file format.

| **Field** | **Description** |
| --- | --- |
| chrom | chromosome |
| circRNA_start | circular RNA 5' end position |
| circRNA_end | circular RNA 3' end position |
| strand | DNA strand (+/-) |
| exonCount | number of exons included in the circular RNA transcript |
| exonSizes | size of exons included in the circular RNA transcript |
| exonOffsets | offsets of exons included in the circular RNA transcript |
| circType | circRNA, ciRNA, ccRNA |
| geneName | name of gene |
| isoformName | name of isoform |
| exonIndexOrIntronIndex | Index (start from 1) of exon (for circRNA) or intron (for ciRNA) in given isoform |
| FlankingIntrons | Left intron/Right intron |
| CircularJunctionCount_Sample_1 | read count of the circular junction in sample # 1 |
| LinearJunctionCount_Sample_1 | read count of the linear junction in sample # 1 |
| CircularJunctionCount_Sample_2 | read count of the circular junction in sample # 2 |
| LinearJunctionCount_Sample_2 | read count of the linear junction in sample # 2 |
| PBI_Sample_1 | Percent Backspliced In for sample # 1 |
| PBI_Sample_2 | Percent Backspliced In for sample # 2 |
| deltaPBI(PBI_1-PBI_2) | difference between PBI values of two samples |
| pValue | pValue |
| FDR | False discovery rate |

**Table B.** Validation of circular RNAs detected from seekCRIT

|  |  | **seekCRIT** | | | | | | | **qPCR** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Category** | **gene symbol** | **CJC**  **CTRL** | **LJC**  **CTRL** | **CJC**  **IR12** | **LJC**  **IR12** | **PBI**  **CTRL** | **PBI**  **IR12** | **Delta**  **PBI** | **PBI**  **CTRL** | **PBI**  **IR12** | **Delta**  **PBI** | **Validated** |
| Upregulated | Rims2 | 17 | 82 | 93 | 122 | 0.29 | 0.60 | **-0.31** | 0.28 | 0.34 | **-0.059** | **yes** |
|  | Fat3 | 5 | 65 | 29 | 84 | 0.13 | 0.40 | **-0.27** | 0.11 | 0.12 | **-0.002** | **yes** |
|  | Camsap1 | 29 | 343 | 94 | 358 | 0.14 | 0.34 | **-0.19** | 0.01 | 0.04 | **-0.023** | **yes** |
|  | Gucy2f | 19 | 601 | 49 | 554 | 0.05 | 0.15 | **-0.09** | 0.09 | 0.10 | **-0.016** | **yes** |
|  | Atxn1 | 55 | 495 | 102 | 478 | 0.18 | 0.29 | **-0.11** | 0.51 | 0.61 | **-0.093** | **yes** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| Downregulated | Smad4 | 56 | 40 | 89 | 237 | 0.73 | 0.42 | **0.30** | 0.15 | 0.13 | **0.024** | **yes** |
|  | Suclg2 | 20 | 62 | 5 | 111 | 0.39 | 0.08 | **0.30** | 0.14 | 0.07 | **0.075** | **yes** |
|  | Strn3 | 29 | 110 | 25 | 237 | 0.34 | 0.17 | **0.17** | 0.12 | 0.08 | **0.048** | **yes** |
|  | Bbs5 | 60 | 136 | 58 | 385 | 0.46 | 0.23 | **0.23** | 0.31 | 0.23 | **0.081** | **yes** |
|  | Riok1 | 10 | 78 | 2 | 188 | 0.20 | 0.02 | **0.18** | 0.05 | 0.078 | **-0.026** | **no** |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| Unchanged | Gucy1a2 | 83 | 79 | 77 | 73 | 0.67 | 0.67 | **-0.01** | 0.33 | 0.39 | **-0.056** | **no** |
|  | Ash1l | 124 | 405 | 305 | 999 | 0.37 | 0.37 | **0.001** | 0.25 | 0.20 | **0.048** | **yes** |
|  | Sclt1 | 55 | 79 | 77 | 113 | 0.58 | 0.57 | **0.005** | 0.66 | 0.60 | **0.054** | **no** |
|  | Phkb | 50 | 54 | 46 | 52 | 0.64 | 0.63 | **0.010** | 0.54 | 0.64 | **-0.102** | **no** |
|  | Pclo | 13 | 84 | 18 | 117 | 0.23 | 0.23 | **0.001** | 0.27 | 0.30 | **-0.032** | **yes** |

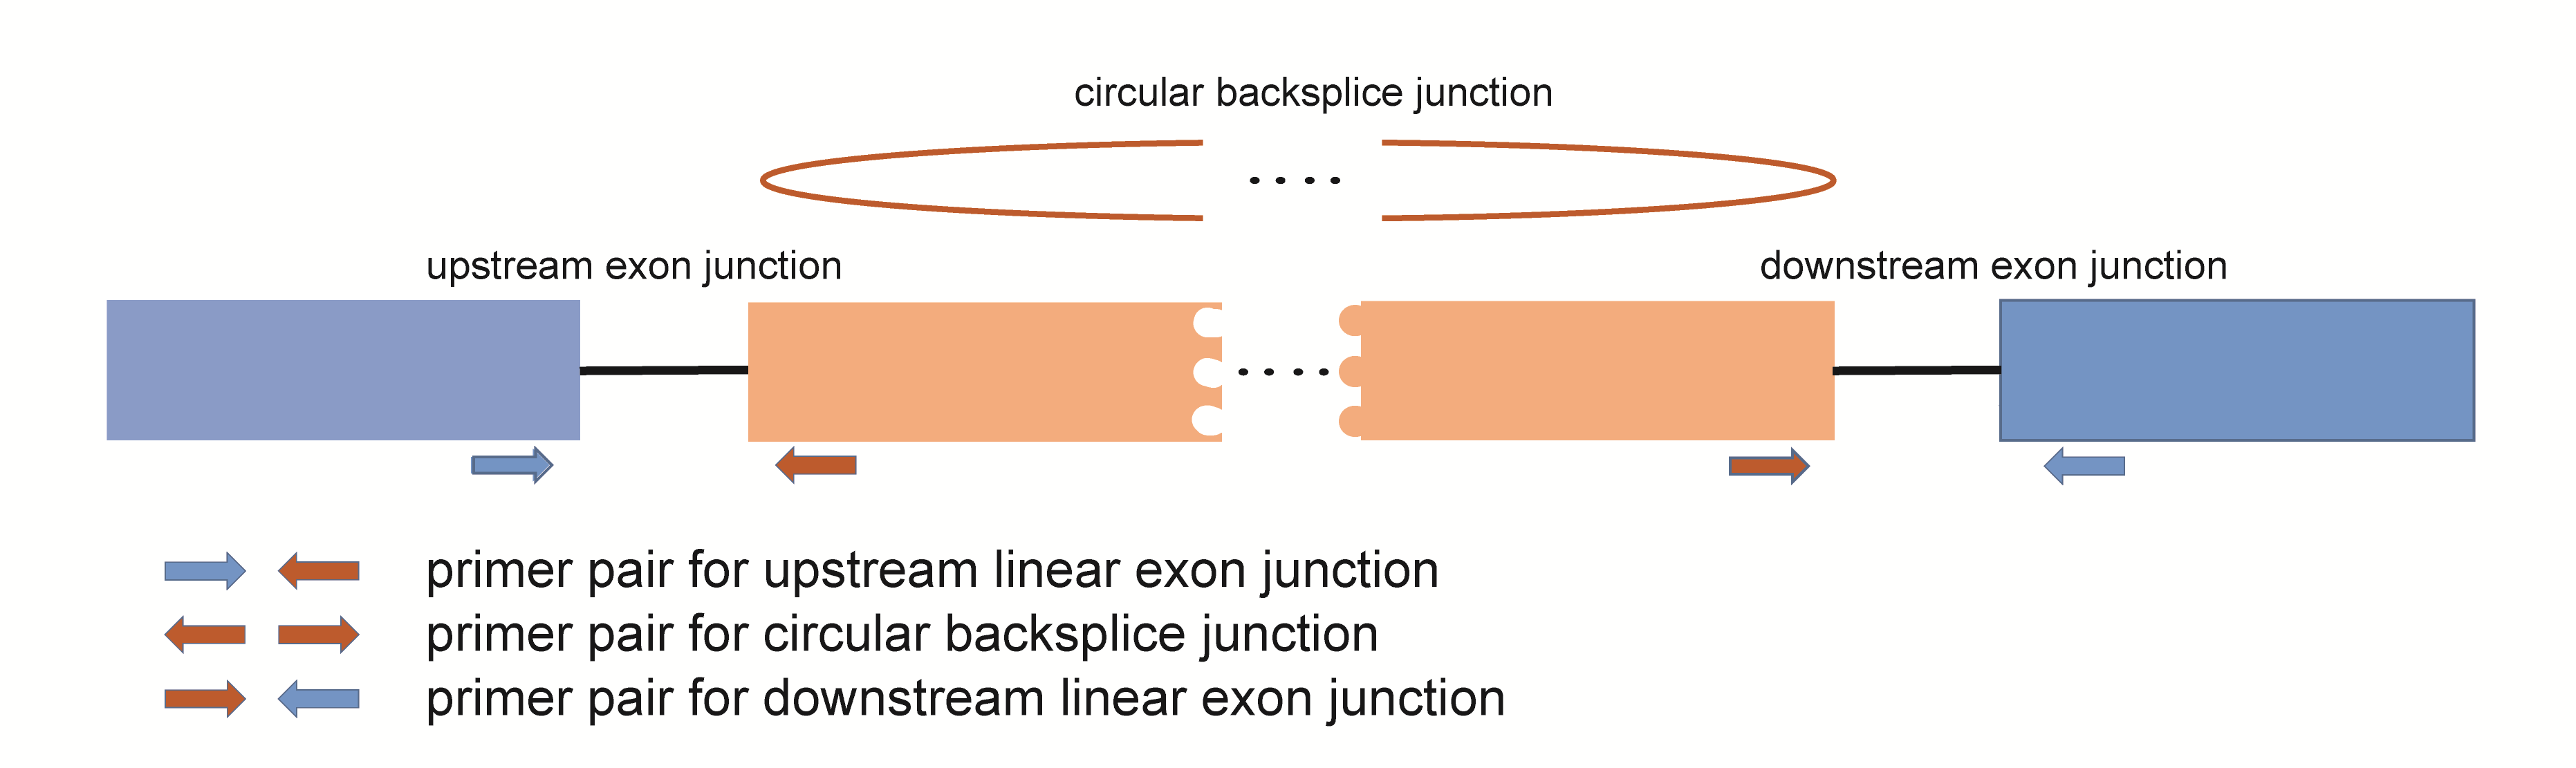

**Fig A** Positioning of the primers for amplification of the exon-exon linear and circular junctions.

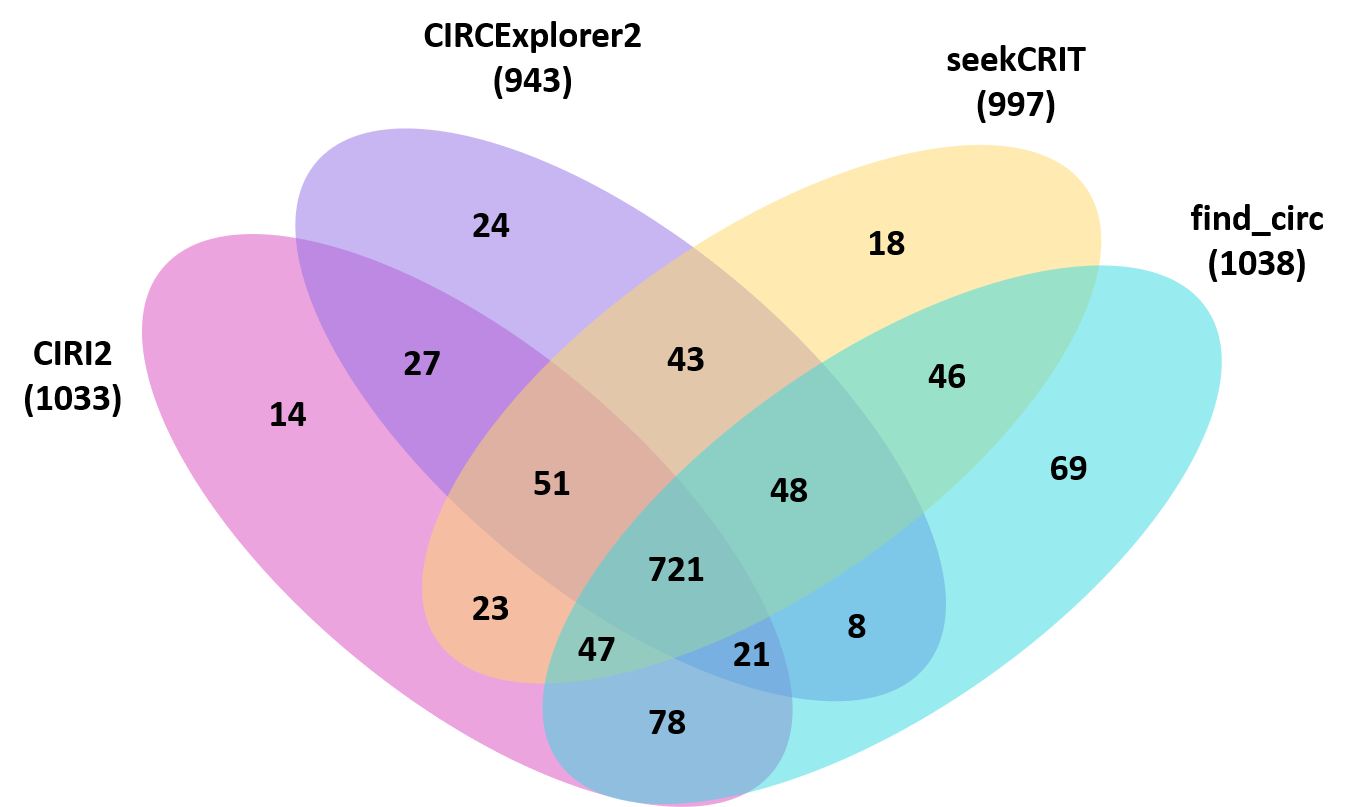

**Fig B** Venn Diagram of detected circular RNAs from different tools. Rat brain tissue (somata layers of CA1 hippocampal region, no replicates, GSE61991). This comparison showed that majority of detected circRNAs overlap among tools.

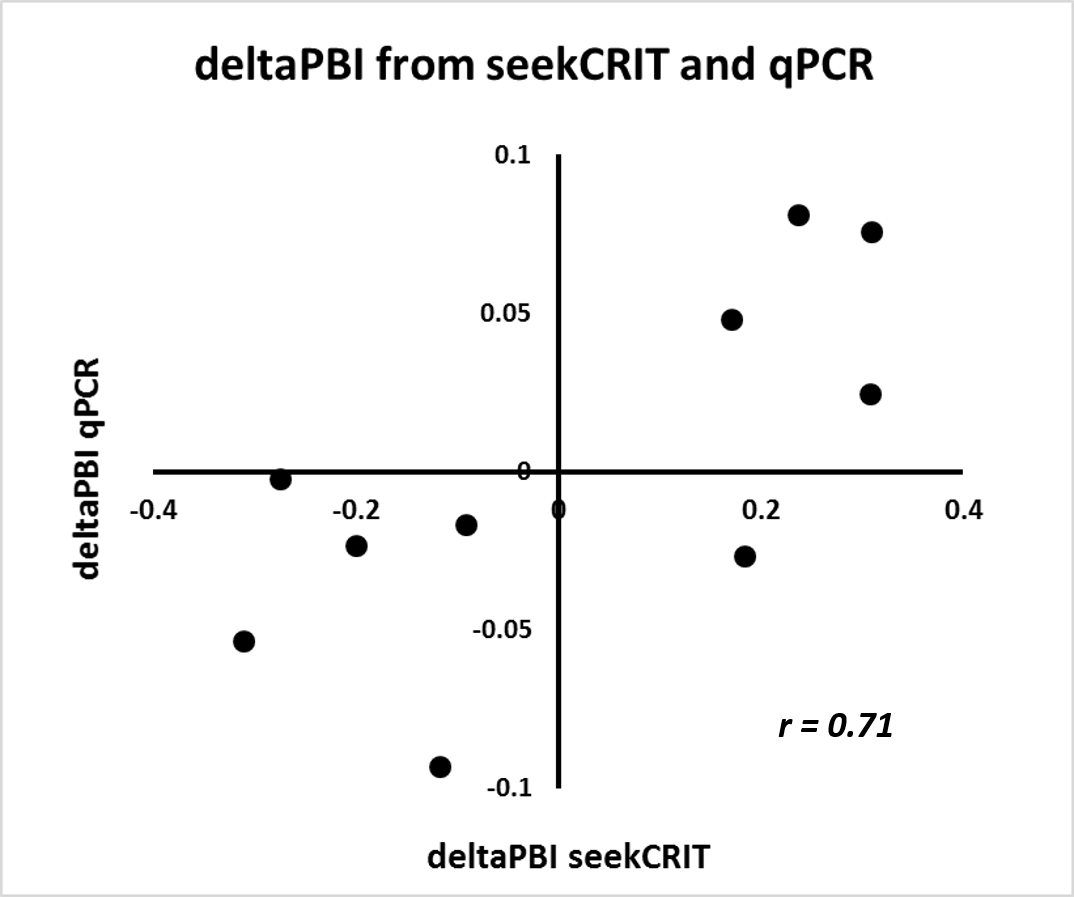

**Fig C** deltaPBI estimates from seekCRIT (x-axis) and qPCR (y-axis) showed high correlation (Pearson’s *r* >0.7) for 10 randomly selected DECs.

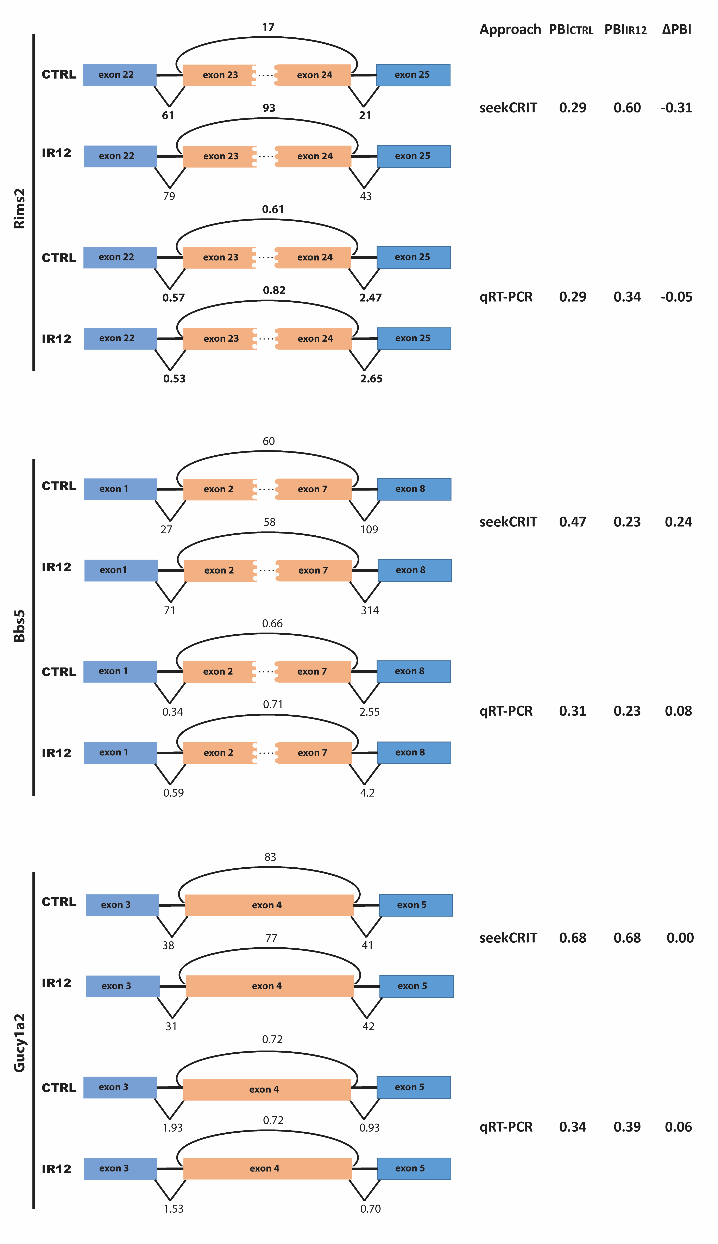

**Fig D** RNA-seq and RT-qPCR analysis of circRNAs. One circRNA per each category is shown. From the top, upregulated (*Rims2*), downregulated (*Bbs5*), and unchanged (*Gucy1a2*).

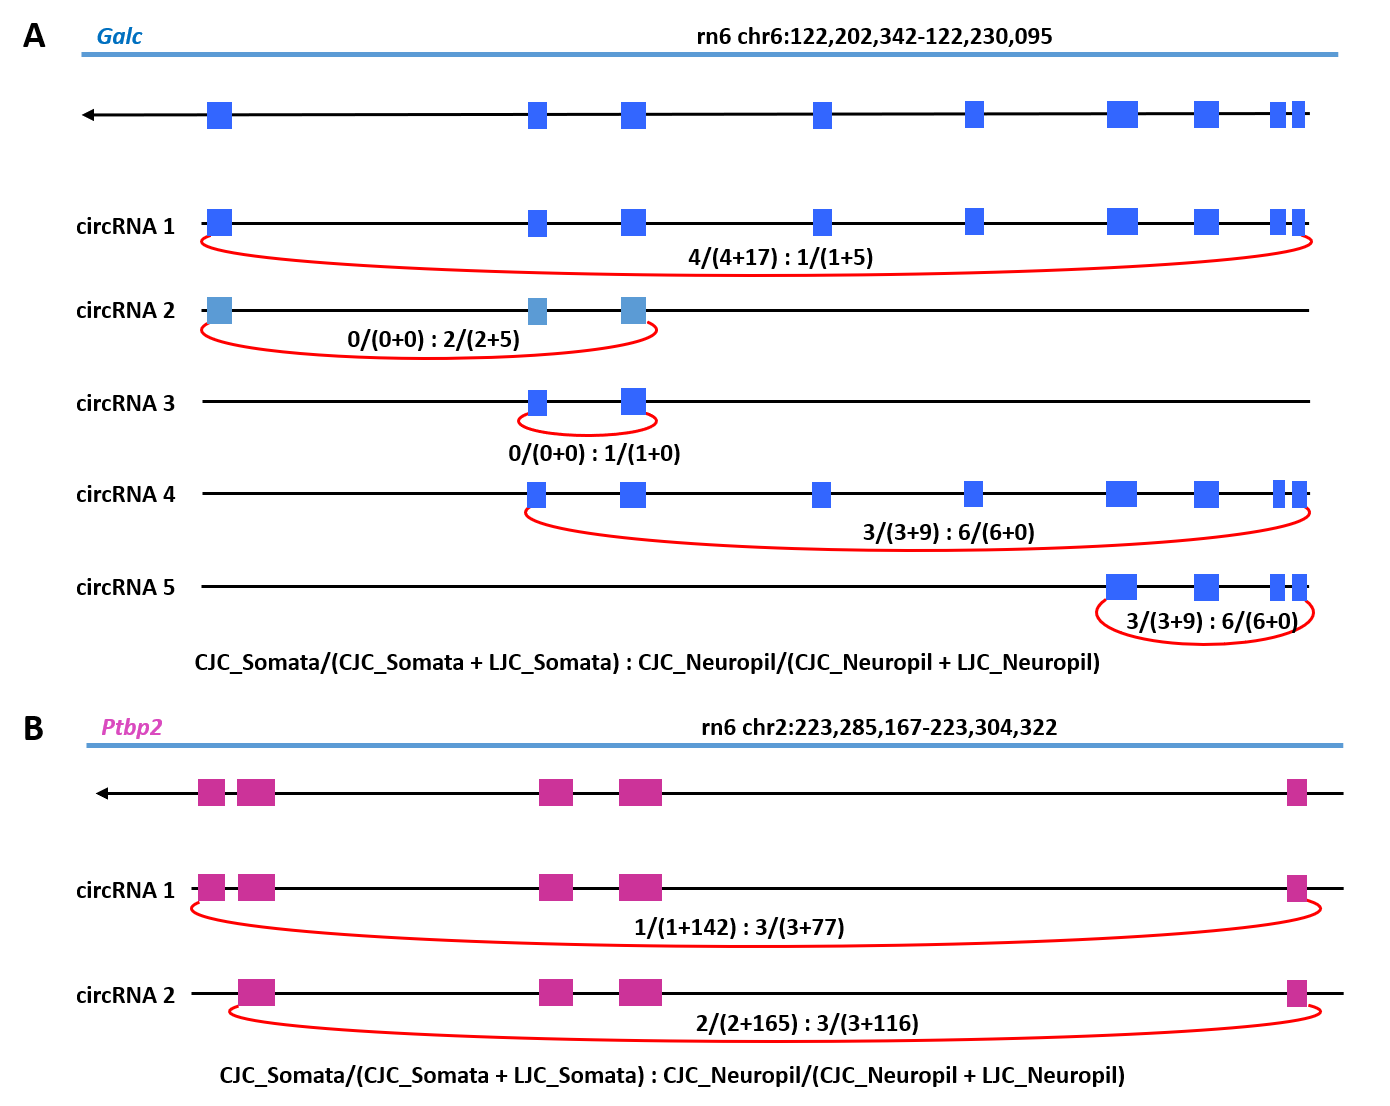

**Fig E** Multiple circular RNAs can be derived from one gene. seekCRIT detected this phenomenon from rat brain tissue data (somata and neuropil layers of CA1 hippocampal region, no replicates, GSE61991). **(A)** Five circular RNAs derived from Galc. **(B)** Two circular RNAs derived from Ptbp2. Circular formation, circular junction count (CJC) and linear junction count (LJC) are shown.

**
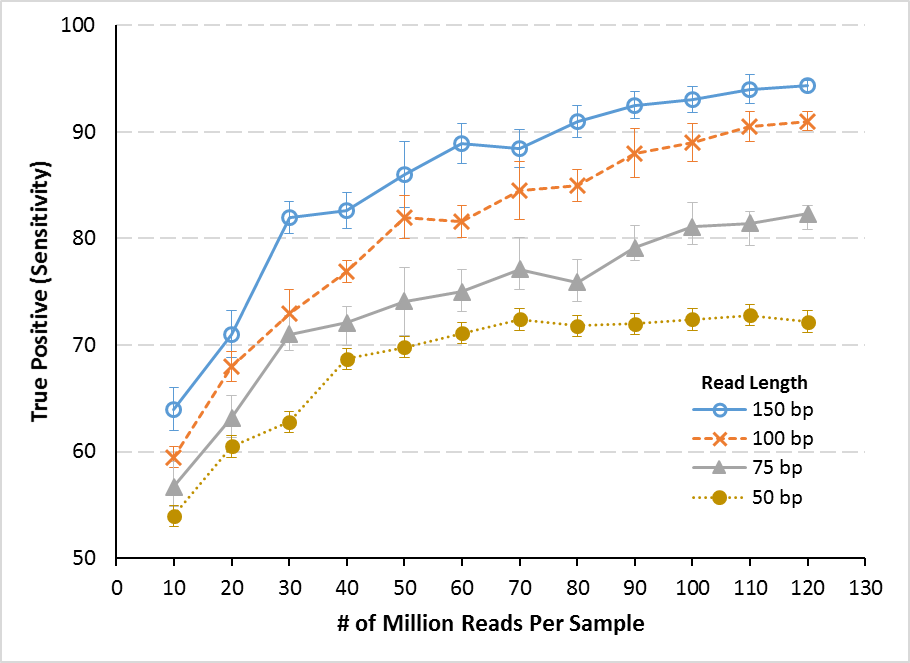
**

**Fig F** Simulation study of seekCRIT with various levels of read length and sequencing depth. Longer reads and deeper sequencing provide higher sensitivity. The error bar indicates the standard error of the mean (SEM) from 10 independent random samplings at each sequencing depth (from 10M up to 120M per sample) and at each read length (50-150 bp).

# Supplementary material for: seekCRIT: Detecting and characterizing differentially expressed circular RNAs using high-throughput sequencing data
**Source:** PLoS Comput Biol. 2020 Oct 20;16(10):e1008338. doi: 10.1371/journal.pcbi.1008338
**Supplement:** S1 File — Source code, license, usage, and test data can be found here.

## seekCRIT

seek for Circular RNA In Transcriptome (identifies differentially expressed circRNAs between two samples)

Version: v1.0.0.b

Last Modified: 2019-06-25

Authors: Bioinformatics Lab (<http://bioinformatics.louisville.edu/lab/index.php>), University of Louisville, Kentucky Biomedical Research Infrastructure Network (KBRIN) (<http://louisville.edu/research/kbrin/>)

## Prerequisites

### Software / Package

- STAR Aligner (<https://github.com/alexdobin/STAR>): v2.5.2b or later

### Others

- pysam (<https://github.com/pysam-developers/pysam>): v0.9.1.4 or later
- numpy (<https://github.com/numpy/numpy>): v1.11.2 or later
- scipy (<https://docs.scipy.org/doc/scipy/reference/dev/index.html>)
- fisher (Fisher's exact test) (<https://pypi.python.org/pypi/fisher/>)
- mne (FDR calculation) (<https://github.com/mne-tools/mne-python/tree/master/mne>)

## Installation

1. Download "seekCRIT-master.zip" file
2. Unzip the file
3. Install required packages (Some prerequisite packages might require admin access rights. Please contact your system admin to install such packages.)

```
pip3 install -r Prerequisites.txt
```

4. Install seekCRIT

```
python3 setup.py install
```

5. testing seekCRIT with testrun.sh

In order to run testrun.sh:

- Download genome sequence in FASTA format for *Rattus norvegicus* genome

(<ftp://hgdownload.soe.ucsc.edu/goldenPath/rn6/bigZips/rn6.fa.gz>). Unzip the file and save as "seekCRIT/fasta/rn6.fa"

- Download gtf annotation for *Rattus norvegicus* genome ([ftp://ftp.ensembl.org/pub/release-84/gtf/rattus\\_norvegicus/Rattus\\_norvegicus.Rnor\\_6.0.84.gtf.gz](ftp://ftp.ensembl.org/pub/release-84/gtf/rattus_norvegicus/Rattus_norvegicus.Rnor_6.0.84.gtf.gz)). Unzip the file and save as "seekCRIT/gtf/Rattus\_norvegicus.Ensembl.rn6.r84.gtf"

- Run testrun.sh to test the installation and the dependencies of seekCRIT. It will also test the installation with files, "CTRL12.fastq" and "IR12.fastq" in the folder "testData" by specifying the path for FASTA and gtf files:

```
./testrun.sh gtf/Rattus_norvegicus.Ensembl.rn6.r84.gtf fasta/rn6.fa
```

## Usage

```
usage: seekCRIT.py [-h] -s1 S1 -s2 S2 -gtf GTF -o OUTDIR -t {SE,PE}
--genomeIndex GENOMEINDEX -fa FASTA -ref REFSEQ
```

```

[--threadNumber numThreads]
[--aligner aligner]
[--deltaPSI DELTAPSI] [--highConfidence HIGHCONFIDENCE]
[--libType {fr-unstranded,fr-firststrand,fr-secondstrand}]
[--keepTemp {Y,N}]

```

Identifying and Characterizing Differentially Spliced circular RNAs between two samples

Required arguments:

=====

```

-s1 S1, --sample1 S1  fastq files for sample_1. Replicates are separated by
                        comma. Paired-end reads are separated by colon.
                        e.g., s1-1.fastq,s1-2.fastq for single-end read. s1-1.R
                        1.fastq:s1-1.R2.fastq,s1-2.R1.fastq:s1-2.R2.fastq for
                        single-end read

-s2 S2, --sample2 S2  fastq files for sample_2. Replicates are separated by
                        comma. Paired-end reads are separated by colon.
                        e.g., s2-1.fastq,s2-2.fastq for single-end read. s2-1.R
                        1.fastq:s2-1.R2.fastq,s2-2.R1.fastq:s2-2.R2.fastq for
                        single-end read

-gtf GTF, --gtf GTF   The gtf annotation file. e.g., hg38.gtf

-o OUTDIR, --output OUTDIR
                        Output directory

-t {SE,PE}, --readType {SE,PE}
                        Read type. SE for Single-end read, PE for Paired-end read

--genomeIndex GENOMEINDEX
                        Genome indexes for the aligner

-fa FASTA, --fasta FASTA
                        Genome sequence. e.g., hg38.fa

-ref REFSEQ, --refseq REFSEQ
                        Transcriptome in refseq format. e.g., hg38.ref.txt

```

optional arguments:

=====

```

-h, --help            show this help message and exit
--threadNumber numberOfThreadsk
                        Number of threads for multi-threading feature [default =
                        4]
--aligner aligner      aligner to use(for now it supports only STAR but we are
                        working on it to support more aligners)
--deltaPSI DELTAPSI    Delta PSI cutoff. i.e., significant event must show
                        bigger deltaPSI than this cutoff [default = 0.05]

--highConfidence HIGHCONFIDENCE
                        Minimum number of circular junction counts required

```

```

[default = 1]

--libType {fr-unstranded,fr-firststrand,fr-secondstrand}
           library type used by Tophat aligner [default = 'fr-
           unstranded']

--keepTemp {Y,N}      keep temp files or not [default='Y']

```

## Example

### Paired-end reads

```

python3 seekCRIT.py -o PETest -t PE -fa fa/hg19.fa -ref ref/hg19.ref.txt --
genomeIndex /media/bio/data/STARIndex/hg19 -s1 testData/231ESRP.25K.rep-
1.R1.fastq:testData/231ESRP.25K.rep-1.R2.fastq,testData/231ESRP.25K.rep-
2.R1.fastq:testData/231ESRP.25K.rep-2.R2.fastq -s2 testData/231EV.25K.rep-
1.R1.fastq:testData/231EV.25K.rep-1.R2.fastq,testData/231EV.25K.rep-
2.R1.fastq:testData/231EV.25K.rep-2.R2.fastq -gtf testData/test.gtf --threadNumber
12

```

### Single-end reads

```

python3 seekCRIT.py -o SETest -t SE -fa fa/hg19.fa -ref ref/hg19.ref.txt --
genomeIndex /media/bio/data/STARIndex/hg19 -s1 testData/231ESRP.25K.rep-
1.R1.fastq,testData/231ESRP.25K.rep-1.R2.fastq,testData/231ESRP.25K.rep-
2.R1.fastq,testData/231ESRP.25K.rep-2.R2.fastq -s2 testData/231EV.25K.rep-
1.R1.fastq,testData/231EV.25K.rep-1.R2.fastq,testData/231EV.25K.rep-
2.R1.fastq,testData/231EV.25K.rep-2.R2.fastq -gtf testData/test.gtf --threadNumber
12

```

## Note

- Transcriptome should be in refseq format below (see more details in the example file “hg19.ref.txt” (<https://github.com/UofLBioinformatics/seekCRIT/blob/master/example/hg19.ref.txt>)):

| Field        | Description                  |
|--------------|------------------------------|
| geneName     | Name of gene                 |
| isoform_name | name of isoform              |
| chrom        | chromosome                   |
| strand       | strand (+/-)                 |
| txStart      | Transcription start position |
| txEnd        | Transcription end position   |
| cdsStart     | Coding region end            |
| exonCount    | Number of exons              |
| exonStarts   | Exon start positions         |
| exonEnds     | Exon end positions           |

- It is not obligatory to provide REFSEQ file, we made script (GTfToREFSEQ) to convert from gtf to refseq that is used in the main code if no refseq file is provided.

## Output

See details in the example file, "circRNAs.pVal.FDR.txt"

(<https://github.com/UofLBioinformatics/seekCRIT/blob/master/example/circRNAs.pVal.FDR.txt>)

| Field                          | Description                                                                       |
|--------------------------------|-----------------------------------------------------------------------------------|
| chrom                          | Chromosome                                                                        |
| circRNA_start                  | circular RNA 5' end position                                                      |
| circRNA_end                    | circular RNA 3' end position                                                      |
| strand                         | DNA strand (+/-)                                                                  |
| exonCount                      | number of exons included in the circular RNA transcript                           |
| exonSizes                      | size of exons included in the circular RNA transcript                             |
| exonOffsets                    | offsets of exons included in the circular RNA transcript                          |
| circType                       | circRNA, ciRNA, ccRNA                                                             |
| geneName                       | name of gene                                                                      |
| isoformName                    | name of isoform                                                                   |
| exonIndexOrIntronIndex         | Index (start from 1) of exon (for circRNA) or intron (for ciRNA) in given isoform |
| FlankingIntrons                | Left intron/Right intron                                                          |
| CircularJunctionCount_Sample_1 | read count of the circular junction in sample # 1                                 |
| LinearJunctionCount_Sample_1   | read count of the linear junction in sample # 1                                   |
| CircularJunctionCount_Sample_2 | read count of the circular junction in sample # 2                                 |
| LinearJunctionCount_Sample_2   | read count of the linear junction in sample # 1                                   |
| PBI_Sample_1                   | Percent Backsplicing Index for sample # 1                                         |
| PBI_Sample_2                   | Percent Backsplicing Index for sample # 2                                         |
| deltaPBI(PBI_1-PBI_2)          | difference between PBI values of two samples                                      |
| pValue                         | pValue                                                                            |
| FDR                            | FDR                                                                               |

To calculate the significance of differentially expressed circular RNAs, use the criteria:

- At least 5% changes in percent back-spliced in (PBI) or  $|\text{deltaPBI}| \geq 5\%$
- $\text{FDR} < 0.05$

## License

Copyright (C) 2017. See the LICENSE file for license rights and limitations (MIT)

(<https://github.com/UofLBioinformatics/seekCRIT/blob/master/LICENSE>).

How the deposited data were processed for this re-analysis (not part of the article)

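The retina data comprise 2 rRNA-depleted RNA-seq libraries from Long-Evans rats, CTRL after a sham procedure and IR12 at 12 hours after reperfusion, with 1 library per condition. The samples were assigned by their labels and by the paper's description of the data set. The brain and endothelial cell data sets of the paper come from other studies and were not analysed here, and RT-qPCR was taken only from the values the paper prints.

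The authors deposited gene-level FPKM for 32662 genes, 1 column per library, and both columns were matched to their sample by name. The paper's text names no tool for the step from reads to FPKM. The paper states that reads were shortened to their first 100 bp for the study. Chromosome names and positions match those of the circRNAs in S1 Table, which are on rn6. Listed starts count from 0 and were raised by 1 for printing. The columns sum to 1402321 in CTRL and 895199.9 in IR12, and small non-coding RNAs (small nuclear, small nucleolar, 7SK, Y, signal recognition particle and microRNA genes, recognised by symbol after the data were seen) take 67.8% and 46.1% of these sums. Since a small RNA has an FPKM many times that of a longer gene with the same reads, the sums do not measure depth. FPKM was therefore used as deposited, with a pseudocount of 1 on the log2 scale, and the scaling to a common sum was treated as an alternative. Relative depth was read from the lowest repeated FPKM among genes of the same locus length under 1500 bp, a step chosen after the data were seen.

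CJC, LJC, the printed p-values and the FDR of the 40 retina DECs were read from S1 Table, and the counts and PBI of the 15 circRNAs tested by RT-qPCR from Table B. PBI is CJC divided by the sum of CJC and LJC/2. The main test was a two-sided Fisher's exact test per circRNA on 2*CJC and LJC, as in the paper's Table 1, with a Bonferroni limit of 0.05 over 3278 circRNAs and a |ΔPBI| of at least 5%. Only the DECs are listed in S1 Table, so the Benjamini-Hochberg step over all detected circRNAs was not repeated. Confidence intervals of PBI are 95% Wilson intervals of CJC/(CJC + LJC) turned into PBI, and reads without molecular identifiers are not independent molecules. Fisher's test and the intervals compare 2 libraries and carry no variation between animals.

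Gene lists were described by the percentile of their median log2 ratio among 10000 random lists matched on mean log2(FPKM + 1) in 20 bins, drawn from genes with a value above 0 in at least 1 library. A median under percentile 2.5 or over percentile 97.5 was taken as apart from matched lists. These percentiles describe the 2 libraries, and no p-value was computed across genes. The lists cover injury response, rod photoreceptor, retinal ganglion cell, Müller glia, leukocyte, lens, blood, pigment epithelium and backsplicing regulator genes. The samples, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. Named by this rule are the host genes of the 40 DECs and of the 15 circRNAs of Table B, *Gapdh* and the genes of the lists. So are the 5 largest rises and 5 largest falls in log2(FPKM + 1) among genes with FPKM of at least 5 in either library. Outside this rule, *Lim2*, *Gja3*, *Lgsn*, *Grifin*, *Dnase2b*, *Birc7*, *Isca1* and *Ntrk2* were named after their values were seen.

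The alternatives were a pseudocount of 0.1, centring on the median gene, FPKM rescaled to the same sum in both libraries (TPM scale), a minimum FPKM of 5 or none, LJC in place of FPKM, CJC without doubling, LJC/2, another number of tests, a |ΔPBI| of at least 10%, and rank correlations. Counts were read as changed when they moved by more than 1.5 times. The procedures were tested on simulated data. With 200 of 19100 genes raised 2-fold, 100% of 100 lists of 20 raised genes and 3% of 100 lists of unchanged genes lay past the percentile limits. Fisher's exact test with CJC entered once and Bonferroni correction over 1000 simulated circRNAs called 188 of 200 changed and 0 of 800 unchanged ones. The main test on 2*CJC was not run on these circRNAs. In draws without a difference it gave p under 0.05 more often than with CJC entered once (13.5% against 4.04%). The depth step recovered a ratio of 1.5 from 3000 genes. GC content was not examined because no rn6 sequence was used here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.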

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

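The gene lists, their percentiles among matched lists and the TPM scale were fixed before the data were examined. All tests of explanations in this part were chosen after the result was seen. Both results concern genes that the paper does not report on, in data that it used for circRNAs only.

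The injury response list was higher in IR12 than in the control library, with a median log2 ratio of 2.54 over 19 genes, above all 10000 matched random lists (percentile 100). Of the 19 genes, 18 were higher in IR12. *Timp1* had an FPKM of 4.71 in CTRL and 169 in IR12, *Atf3* 2.62 and 94.5, *Hmox1* 0.714 and 84.0, and *Gfap* 2.95 and 21.9. The exception was *Egr1*, with 9.58 and 5.76. A difference in scaling between the libraries would move random lists of the same expression alike, and the upper end of the 95% range of their medians was 0.30. On the TPM scale the median of the list was 2.79. Values near the detection limit are argued against by a median of 2.39 over the 10 genes with FPKM of at least 1 in CTRL, above all random lists with the same filter matched on CTRL (percentile 100). The size of the rise is less certain, since the 4 genes with FPKM of at least 5 in CTRL had a median of 1.13. Blood left in the tissue would bring globin transcripts. *Hbb* rose from 20.4 to 35.1 and *Hba-a2* from 6.77 to 17.1, while *Hba-a1* fell from 0.859 to 0.168. The summed FPKM of the blood list rose by 24.2, against 786 for the injury response list, which argues against blood as the main source. A lower share of the main cell type in IR12 would raise the other cell types alike, and the medians of the leukocyte and Müller glia lists were 3.11 apart on the log2 scale. Dilution of CTRL by lens tissue would need 82.8% of that library, and the lens list held 0.992% of the FPKM of genes other than small RNAs. A difference between the 2 animals that has nothing to do with the injury cannot be told apart from the injury, because there is 1 library per condition. The biological explanation that the design gives, a response to ischemia-reperfusion, stays open and was not tested further. *Vim* is also on the Müller glia list.

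The leukocyte list was also higher in IR12, with a median log2 ratio of 1.63 over 10 genes, above all matched random lists (percentile 100). *Lyz2* had an FPKM of 9.73 in CTRL and 76.9 in IR12 and *S100a9* 0.199 and 23.0. *S100a8* was listed at 0.0 in CTRL and had 12.8 in IR12. *Ptprc*, *Cd14*, *S100a8*, *S100a9*, *Itgam* and *Cd68* were under FPKM 1 in CTRL, and the median was 2.74 with a pseudocount of 0.1. Of the genes not under FPKM 1, *Lyz2* had a log2 ratio of 2.86, and the others were *Csf1r*, *Cx3cr1* and *Aif1*. The size of the rise thus rests largely on genes near the detection limit, which stays open as an explanation. The medians of matched random lists reached 0.37 at the upper end of their 95% range, which argues against scaling, and the median of the list was 1.84 on the TPM scale. The summed FPKM of the blood list rose by 24.2 and that of the leukocyte list by 116, which argues against whole blood as the source. Some more blood in IR12 is not excluded, since *Hbb* and *Hba-a2* were higher there, although *Hba-a1* was lower. *Csf1r*, *Cx3cr1* and *Aif1*, which resident microglia also express, had log2 ratios of 0.03, -0.36 and 0.38, and *Aif1* had 0.92 on the TPM scale. These 3 genes go both ways and were picked after the list was seen, so more resident microglia in IR12 stays open. Entry of other leukocytes into the injured retina may also explain the rise, as a hypothesis from the same data. With 1 library per condition, a difference between the 2 animals unrelated to the injury cannot be told apart from the injury.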

How the results depend on the processing

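The alternatives were set before the data were examined, except those named below as chosen after seeing the data. No replicate was left out, since each condition has 1 library. Of 61 alternative values for 10 results, 45 stayed in direction and on the same side of the limit or within the stated range. Some of these 45 could not have changed, so the count overstates stability. Centring cannot alter the correlation across host genes, and a pseudocount cannot alter the sign of a log2 ratio. Dropping the FPKM minimum cannot alter the counts of 2-fold changes.

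FPKM rescaled to the same sum in both libraries (TPM scale) changed the largest number of results. Small non-coding RNAs take a larger part of the sum in CTRL, so this scale raises all genes of IR12. The share of host genes with higher FPKM in IR12 rose to 100% for DECs with lower PBI and to 64.3% for DECs with higher PBI, from 82.6% and 0.0%. The median log2 ratio of the first group became 0.89 and its percentile fell from 97.7 to 97.2, just under the upper limit. The median of the second group reversed to 0.18, at an unchanged percentile of 0.14. The counts of genes at least 2-fold higher and lower became 2828 and 436, so that the higher genes outnumber the lower ones. Centring gave 861 and 866, a pseudocount of 0.1 gave 1168 and 1176, and a minimum FPKM of 5 gave 655 and 624. Without small non-coding RNAs, an alternative chosen after seeing the data, 825 genes were higher and 577 lower.

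LJC scaled to the stated library reads gave medians of 1.27 and -0.27 in place of 0.27 and -0.45 from FPKM. Scaled to the depth read from the FPKM steps, chosen after seeing the data, LJC gave 0.80 and -0.75. The directions were the same, and depth enters all 4 values directly.

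Of the 28 DECs under the Bonferroni limit, 7 were under it with CJC not doubled and 6 with LJC/2. The cause is in the construction, since doubling adds counts without adding reads. The limit for the 15475 tests that S1 Table implies left 23, and a |ΔPBI| of at least 10% left 20. Benjamini-Hochberg adjustment with all other circRNAs taken as unchanged, chosen after seeing the data, gave 40 with 2*CJC and 14 with CJC not doubled. The 40 follows from the selection of the DECs on their FDR and tests nothing.

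The correlation of ΔPBI with RT-qPCR was 0.556 over all 15 circRNAs. It was -0.178 within the 5 upregulated and 0.385 within the 5 downregulated DECs, where 5 points give little precision. It stayed between 0.649 and 0.786 with each circRNA left out. The injury response median stayed between 2.51 and 3.18, at percentile 100 in each case, although 12 of the 16 genes kept by the minimum FPKM of 5 pass it in IR12 alone, and the correlation between FPKM and LJC stayed between 0.888 and 0.908.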

Differences from the paper's values

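Only the Benjamini-Hochberg adjustment in this part was chosen after the result was seen. S1 Table prints p-values and FDR whose ratio needs at least 15475 tests, against the 3278 circRNAs that the paper states. No alternative set before the data were examined bears on this number.

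For 20 of the 40 DECs the Fisher's exact p on 2*CJC and LJC equals the p-value printed in S1 Table within 1%, and for the other 20 it is smaller. For 19 of these the 2 values differ by more than 1.5 times. Fisher's exact p was 3.1e-07 against the paper's 9.1e-07 for *Kmt2e*, 2.9e-12 against the paper's 1.5e-06 for *Naa35*, 3.3e-08 against the paper's 1.6e-06 for *Agtpbp1* exons 11 to 18 and 5.4e-07 against the paper's 1.6e-06 for *Trappc6b*. The next values of Fisher's exact p were 3.5e-07 against the paper's 1.7e-06 for *Chsy1*, 3.9e-08 against the paper's 1.7e-06 for *Suclg2*, 6.5e-11 against the paper's 1.8e-06 for *Smad4* and 5.8e-08 against the paper's 1.9e-06 for *Crebrf*. In the same way Fisher's exact p was 9.8e-08 against the paper's 1.9e-06 for *Gucy2f* exons 9 to 19, 6.4e-11 against the paper's 2.0e-06 for *Bbs5*, 1.1e-08 against the paper's 2.3e-06 for *Rims2* and 5.7e-07 against the paper's 2.6e-06 for *Zc3h13*. Further values of Fisher's exact p were 2.8e-49 against the paper's 2.9e-06 for *Agtpbp1* exons 13 to 18, 1.9e-12 against the paper's 3.0e-06 for *Camsap1*, 2.0e-11 against the paper's 3.4e-06 for *Gucy2f* exons 3 to 8 and 1.0e-06 against the paper's 3.7e-06 for *Atxn1*. The remaining values of Fisher's exact p were 1.2e-08 against the paper's 4.0e-06 for *Hnrnph1*, 2.6e-06 against the paper's 4.3e-06 for *Actr6* and 3.1e-06 against the paper's 6.4e-06 for *Gucy2f* exons 4 to 8. Of the alternatives set before the data were examined, neither CJC entered once nor LJC/2 brought any of the 19 within 1.5 times of the printed value (0 of 19 with each).

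The paper calls 40 DECs and the Bonferroni limit over 3278 circRNAs leaves 28. Benjamini-Hochberg adjustment with all circRNAs outside S1 Table taken as unchanged, chosen after seeing the values, gave 40. This number follows from the selection of the DECs at an FDR of 5%, so it is not an independent check. No Fisher's exact p was larger than the printed one by over 1%, and 3278 tests are fewer than the printed values need.

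The correlation of ΔPBI with RT-qPCR over the 10 DECs was 0.715, against the paper's 0.71, a difference in the last digit. Of the alternatives set before the data were examined, leaving out circCamsap1 or circGucy2f gave 0.712.

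S1 Text describes the circular reads of circRiok1 as more numerous in the IR sample, while the counts in S1 Table and Table B are 10 in CTRL and 2 in IR12. S1 Text describes *Sclt1* as upregulated and *Gucy1a2* and *Phkb* as downregulated in RT-qPCR. In Table B the paper's RT-qPCR ΔPBI, CTRL minus IR12, is 5.4% for *Sclt1*, -5.6% for *Gucy1a2* and -10.2% for *Phkb*, the opposite signs. The Discussion gives a smaller number of unchanged circRNAs past a 5% change in RT-qPCR than the 3 that Table B holds.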

Other observations

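The lists, percentiles and TPM scale used in this part were also fixed before the data were examined. The other tests in this part were chosen after the results were seen, except those on doubled CJC, on small RNAs with FPKM of at least 500 and on neighbouring gene pairs.

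The other gene lists had these median log2 ratios and percentiles among matched random lists. Rod photoreceptor genes had 0.00 at percentile 47.7, retinal ganglion cell genes -0.21 at 4.94, blood genes -0.03 at 36.9, pigment epithelium genes -0.13 at 21.3 and backsplicing regulators 0.03 at 51.1. The blood median is that of *Slc4a1*, with an FPKM of 0.0455 in CTRL and 0.0266 in IR12. *Hbb* rose from 20.4 to 35.1 and *Hba-a2* from 6.77 to 17.1, while *Hba-a1* and *Alas2*, under FPKM 1 in both libraries, fell. On the TPM scale, which shifts all genes by 0.65, the medians of the retinal ganglion cell and pigment epithelium lists turned to 0.30 and 0.12. Of the 15 backsplicing regulators, 14 were found by symbol, and *Qki* was not, so the list says nothing about it. Among those found, *Nova1* fell most, with an FPKM of 20.9 in CTRL and 10.1 in IR12. The lens list had -2.63 and the Müller glia list -1.48, both below all random lists (percentile 0.0), and they stayed negative on the TPM scale at -2.03 and -0.84.

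The 5 largest rises among genes with FPKM of at least 5 in at least 1 library were those of *SNORD48*, *Ccl2*, *Gbp2*, *snoU2_19* and *Mmp3*. *Ccl2* had an FPKM of 0.205 in CTRL and 121 in IR12 and *Gbp2* 1.37 and 209, while *SNORD48*, *snoU2_19* and *Mmp3* were listed at 0 in CTRL. The 5 largest falls were those of *SNORD45*, *SNORD61*, *SNORD100*, *Mir3064* and *SNORD34*, all listed at 0 in IR12. *SNORD45* had an FPKM of 935 in CTRL. Several genes carry the symbols of 3 of these, and the ones meant are ENSRNOG00000057204 for *snoU2_19*, ENSRNOG00000056420 for *SNORD45* and ENSRNOG00000060311 for *SNORD34*.

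Small non-coding RNAs were lower in IR12, with a median log2 ratio of -1.06 over 496 genes (-0.46 on the TPM scale), of which 255 were at least 2-fold lower and 67 at least 2-fold higher. The medians were -1.82 for 76 SNORD genes, -1.15 for 139 SNORA genes and -1.56 for 128 U RNA genes. A few reads per gene do not account for it, since 95 of the 96 small RNAs with FPKM of at least 500 were lower and their median was -1.23. Scaling is argued against by the median of 0.034 over the other genes. A difference in how well short RNAs were kept during library preparation is a possible explanation that was not tested. The injury stays open as well.

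Müller glia genes fell in 8 of 10 cases. *Glul* had an FPKM of 754 in CTRL and 126 in IR12, *Aqp4* 48.0 and 4.16, and *Rlbp1*, also on the pigment epithelium list, 126 and 26.8. The medians of matched random lists reached -0.33 at the lower end of their 95% range, which argues against scaling. The highest log2 ratio among the 19 rod photoreceptor and retinal ganglion cell genes was 0.92. This does not decide on a higher share of other retinal cells in IR12, because the RNA of a minor cell type can shrink while the genes of the main cells hardly move. Fewer Müller glia cells and lower expression in the same cells cannot be told apart, because genes of the list such as *Vim*, which rose by 0.86, are also expressed elsewhere in the retina.

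All 17 lens genes in the table were lower in IR12. *Cryba1* had an FPKM of 1614 in CTRL and 196 in IR12, *Cryaa* 1118 and 124, *Mip* 16.1 and 1.67. Among 12 genes other than the γ-crystallins A to D and F, the fall was between 4.20-fold and 9.63-fold with a median of 7.92-fold. A candidate explanation is lens tissue carried into the CTRL retina at dissection, which would bring other lens fibre transcripts as well. *Lim2*, *Gja3*, *Lgsn*, *Grifin*, *Dnase2b* and *Birc7*, a set settled after their values were seen, had a summed FPKM of 74.0 in CTRL and 8.99 in IR12, an 8.23-fold fall. The test needed a fall of at least 4.20-fold, and the sum without *Grifin*, the highest of these genes, fell 4.56-fold. Taken singly, *Lim2*, *Gja3* and *Grifin* fell by more than 4.20-fold, *Lgsn* fell 1.82-fold and *Birc7* 1.71-fold, and *Dnase2b* was listed at 0 in IR12. Scaling is argued against by the medians of matched random lists, with a lower end of the 95% range at -0.26. γ-crystallins A to D fell by at most 2.84-fold, which argues against a single piece of lens as the only source of all these transcripts. Retina also expresses some crystallins, and reads may be shared between the similar γ-crystallin genes. With 1 library per condition, the animals and the injury cannot be told apart here.

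For 4 of the 5 unchanged circRNAs the log2 ratio of LJC, scaled to the stated library reads, was higher than that of the FPKM of the host gene. The median offset was 0.57, with a range from -0.06 to 0.87. A deeper IR12 library than the stated reads give may explain this. With the depth ratio of 1.71 from the FPKM steps the median offset was 0.094, with a range from -0.54 to 0.40. Both ranges include 0, so these 5 genes do not decide between the ratios. PBI compares reads within a library and does not depend on this ratio.

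CJC changed more than LJC on the log2 scale in 27 of the 40 DECs with the depth ratio from the FPKM steps and in 24 with the stated reads. LJC changed more in 13 DECs (95% CI of the share 20.1% to 48.0%) and in 16 (26.3% to 55.4%). Among the 16 DECs with higher PBI in IR12, LJC changed more in 5 and 1. The medians of their log2 ratios were 1.45 for CJC and -0.80 for LJC with the first ratio, and 1.93 and -0.33 with the second. Among the 24 DECs with lower PBI, LJC changed more in 8 and 15, so the form with the larger change in most of these switches with the ratio. Their medians were -1.02 and 0.80 with the first ratio, and -0.54 and 1.27 with the second. For these 24 DECs a larger change of the linear form than of the circular form stays open.

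Doubling CJC counts each circular read as 2 observations. In 10000 draws that kept the read totals of the 40 DECs and gave both libraries the same circular share, Fisher's exact test gave p under 0.05 in 13.5% of draws with 2*CJC and in 4.04% with CJC entered once. Doubling may thus account for part of the small p-values of the DECs. The draws were pooled over the 40 DECs and not split by the number of circular reads.

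*Naa35* and *Agtpbp1*, both host genes of DECs, are neighbours on chromosome 17 of rn6 (5411506 to 5463898 and 5511385 to 5614435) and rose together. *Naa35* had an FPKM of 50.0 in CTRL and 271 in IR12, and *Agtpbp1* 187 and 641. A change shared by a longer stretch is argued against by the nearest genes with FPKM of at least 5, named here after their values were seen. *Isca1* had a log2 ratio of 0.047 and *Ntrk2* one of -0.30. Of 9839 neighbouring pairs of such genes, 19 rose at least as much, this pair included, so a joint rise by chance cannot be told apart from a shared cause. A copy number difference between the animals was not tested.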
